# Single-Cell RNA-Sequencing and Metabolomics Analyses Reveal the Contribution of Perivascular Adipose Tissue Stem Cells to Vascular Remodeling

**DOI:** 10.1161/ATVBAHA.119.312732

**Published:** 2019-07-25

**Authors:** Wenduo Gu, Witold N. Nowak, Yao Xie, Alexandra Le Bras, Yanhua Hu, Jiacheng Deng, Shirin Issa Bhaloo, Yao Lu, Hong Yuan, Efthymios Fidanis, Alka Saxena, Tokuwa Kanno, A. James Mason, Jozef Dulak, Jingjing Cai, Qingbo Xu

**Keywords:** adipose tissue, homeostasis, regeneration, stem cells, vascular remodeling

## Abstract

Perivascular adipose tissue (PVAT) plays a vital role in maintaining vascular homeostasis. However, most studies ascribed the function of PVAT in vascular remodeling to adipokines secreted by the perivascular adipocytes. Whether mesenchymal stem cells exist in PVAT and play a role in vascular regeneration remain unknown.

**Approach and Results:**

Single-cell RNA-sequencing allowed direct visualization of the heterogeneous PVAT-derived mesenchymal stem cells (PV-ADSCs) at a high resolution and revealed 2 distinct subpopulations, among which one featured signaling pathways crucial for smooth muscle differentiation. Pseudotime analysis of cultured PV-ADSCs unraveled their smooth muscle differentiation trajectory. Transplantation of cultured PV-ADSCs in mouse vein graft model suggested the contribution of PV-ADSCs to vascular remodeling through smooth muscle differentiation. Mechanistically, treatment with TGF-β1 (transforming growth factor β1) and transfection of microRNA (miR)-378a-3p mimics induced a similar metabolic reprogramming of PV-ADSCs, including upregulated mitochondrial potential and altered lipid levels, such as increased cholesterol and promoted smooth muscle differentiation.

**Conclusions:**

Single-cell RNA-sequencing allows direct visualization of PV-ADSC heterogeneity at a single-cell level and uncovers 2 subpopulations with distinct signature genes and signaling pathways. The function of PVAT in vascular regeneration is partly attributed to PV-ADSCs and their differentiation towards smooth muscle lineage. Mechanistic study presents miR-378a-3p which is a potent regulator of metabolic reprogramming as a potential therapeutic target for vascular regeneration.

## Abstract 2

Supplemental Digital Content is available in the text.

**Highlights**

- Single-cell RNA-sequencing allows direct visualization of perivascular adipose tissue-derived mesenchymal stem cell heterogeneity at a single-cell level and uncovers 2 subpopulations with distinct signature genes and signaling pathways.
- The function of perivascular adipose tissue in vascular regeneration is partly attributed to perivascular adipose tissue-derived mesenchymal stem cells and their differentiation towards smooth muscle lineage.
- TGF (transforming growth factor)-β1 and miR-378a-3p mimics induced a similar metabolic reprogramming of perivascular adipose tissue-derived mesenchymal stem cells, including upregulated mitochondrial potential and altered lipid levels such as increased cholesterol and promoted smooth muscle differentiation.

Perivascular adipose tissue (PVAT) anatomically abuts the adventitial side of the artery.^1^ Changes in the phenotype of PVAT correlates with disease progression, such as atherosclerosis, and the increase of volume and upregulation of inflammatory factors secreted by adipocytes are associated with worse outcomes.^2^ Loss of PVAT resulting from the specific deletion of PPAR-γ (peroxisome proliferator-activated receptor γ) in murine smooth muscle cells (SMCs) contributes to endothelial dysfunction and impairs vascular homeostasis.^3^ Moreover, transplantation of PVAT to the adventitial side of femoral artery after de-endothelialization injury accelerates neointimal hyperplasia.^4^ However, most studies have attributed the function of PVAT to cytokines such as MCP-1 (monocyte chemoattractant protein 1), and little is known about the possible impact of stem cells in the PVAT surrounding the vascular wall.^3,4^

**See accompanying editorial on page 1896**

Tissue-resident stem cells, including vascular progenitors, are responsible for tissue remodeling.^5,6^ Adventitial stem/progenitor cells participate in vascular remodeling through migration towards the injury site and differentiation towards vascular lineages including SMCs.^7^ Adipose tissue-derived mesenchymal stem/stromal cells (ADSCs) from the subcutaneous and visceral fat display the potential to differentiate towards vascular lineages, including endothelial cells (ECs) and SMCs.^8,9^ Therefore, it remains to be explored whether PVAT-derived mesenchymal stem cells (PV-ADSCs) exist in the PVAT and contribute to vascular remodeling through vascular lineage differentiation in vivo like adventitial stem/progenitor cells.

Mesenchymal stem cells (MSCs) from different tissues origins display similar phenotypic characteristics and multilineage differentiation potential in vitro, however, their well-documented heterogeneity has hindered major research progress in the field. Single-cell RNA-sequencing (scRNA-seq) analysis allows transcriptome profiling at the single-cell level and might help to gain further insight about distinctive subpopulations.^10^ Recent studies have shown that metabolism which primarily sustains the energy need of stem cells regulates pluripotency and differentiation.^11^ For example, fatty acid oxidation was found to be important for hematopoietic stem cell maintenance.^12^ To date, whether the induction of SMC differentiation by TGF-β1 (transforming growth factor β1) is, in part, due to the metabolic regulation has not been investigated.

In this study, we demonstrate the heterogeneity of PV-ADSCs at a single-cell level and uncover 2 distinct clusters with specific signature markers and signaling pathways. Next, we show that PV-ADSCs participate in vascular remodeling in vivo notably through SMC differentiation. In addition, we demonstrate that during the SMC differentiation of PV-ADSCs, TGF-β1 and microRNA (miR)-378a-3p induce a metabolic reprogramming consisting of increased mitochondrial oxidative metabolism, upregulated mitochondrial potential, and altered lipid levels, such as increased cholesterol level. Therefore, our study highlights the heterogeneity of PV-ADSCs at the single-cell level, unravels their importance in vascular remodeling and presents miR-378a-3p as a potential therapeutic target to prevent pathological vascular remodeling.

## Materials and Methods

The data that support the findings of this study are available from the corresponding author upon reasonable request. Detailed materials and methods are in the online-only Data Supplement.

### Experimental Mice

All animal procedures were approved by the UK Home Office. C57BL/6J mice were purchased from The Jackson Laboratory. Male mice aged 8 to 10 weeks were selected for surgery. Only male mice were selected for minimization of data variation brought by difference of sex. Breeding pairs of miR-378a-knockout mice (129SvEv/C57BL/6/mir-378-KO) were kindly provided by Dr Eric Olson (University Texas Southwestern Medical Centre, Dallas, TX) and crossed with C57Bl/10ScSn-Dmdmdx/J mice for testing miR-378a effects in Duchenne muscular dystrophy (other work, in preparation). Protocols from the Institutional Committee for Use and Care of Laboratory Animal and license issued by Home Office, United Kingdom, were followed in all animal procedures.

### Primary Culture of Adipose Tissue-derived Stem Cells from Mouse

Periaorta adipose tissues surrounding thoracic aorta (from the aortic arch to the aortic hiatus) of five 8-week-old C57BL/6J mice were pooled for each primary culture. Finely minced adipose tissue was washed with PBS once and then digested with 2 mg/mL collagenase type I (Life Tech, 17018–029) for 30 minutes at 37°C in a shaker with a speed set at 100 rpm. The pellet was resuspended in stem cell culture medium (α- minimal essential medium [MEM] with 15% embryomax [Millipore, ES-009-B], 0.1 mmol/L 2-mercaptoethanol [Sigma], 10 ng/mL recombinant human leukemia inhibitory factor [Chemicon, Temecula, CA], 5 ng/mL bFGF [basic fibroblast growth factor; R&D systems], 2 mmol/L L-glutamine [Sigma], 100 U/mL penicillin, and 100 mg/mL streptomycin [GIBCO, Grand Island, NY]) and placed in a 5% Co_2_ incubator. ADSCs from miR-378a knockout mice were isolated from the inguinal subcutaneous adipose tissue and cultured in the same manner. Cells within 10 passages were used.

### Phenotyping of Primary and Cultured PV-ADSC

Primary cells obtained after the enzymatic digestion of periaorta adipose tissue or cultured cells detached with scraptase (GenDEPOT) were stained for 30 minutes at 4°C with following antibodies: anti-CD45-APC (BD Biosciences, 561018), anti-CD29-PE (BD Biosciences, 562801), anti-Sca-1 (stem cell antigen 1)-PE-Cy7 (Biolegend, 108113), anti-CD31-PerCP (Biolegend, 201419), anti-CDH5-Alexa Fluor 647 (BD Biosciences, 562242), anti-PDGFRα-APC (platelet-derived growth factor α; eBioscience, 17-1401-81), anti-CD117-PE (Biolegend, 105807), anti-CD34-APC (Biolegend, 128611), anti-CD44-PerCP (Biolegend, 103035), and anti-CD11b-PE (Biolegend, 101205). Nucleated cells were distinguished from debris with Syto16 (Molecular Probes, S7578) and dead cells with 4′,6-diamidino-2-phenylindole (DAPI). Cells were analyzed with BD Accuri C6 or BD LSR Fortessa II (both Becton Dickinson). Gating was set with appropriate fluorescence minus one controls or corresponding IgG controls.

### Sorting and scRNA-Seq of PV-ADSCs

Periaorta adipose tissue surrounding thoracic aorta (from the aortic arch to the aortic hiatus) was enzymatically digested to obtain primary PV-ADSCs. The cell suspensions were stained with Syto16, DAPI, CD45, CDH5, CD29, and Sca1 as described earlier in the phenotyping of primary and cultured PV-ADSCs. After proper gating, the single Syto16^+^/DAPI^−^/CD45^−^/CDH5^−^/CD29^+^/Sca1^+^ population were taken for subsequent scRNA-seq. RNA libraries were prepared on the contactless liquid handling system Labcyte Echo 525 (Labcyte Inc). Data quality was assessed with FastQC, reads were aligned to mouse genome (mm^9^) with HiSat2 2.0.5, sorted with SamTools 1.4 and assembled with StringTie 1.3.3.^13^ R package scater was used for quality control (85 out of 94 cells with aligned reads >800 000 were selected for further analysis) and normalization (default scaling normalization).^14^ Automated Single-cell Analysis Pipeline with log-transformed and normalized values as input was used for multidimensional scaling, clustering, differential expression (SCDE).^15^ Heatmaps and violoin plots of scRNA-seq data were plotted with R package ggplot2. Gene ontology and Kyoto encyclopedia of genes and genomes pathway analysis were performed with DAVID website.^16^ Gene set enrichment analysis was performed with GSEA software.^17^

For scRNA-seq of cultured PV-ADSCs, enzymatically digested cells that attached to the flask surface after 3 days (in α-MEM with 10% FBS) and reached 80% confluency were dissociated and encapsulated in a gel bead and loaded to GemCode Instrument (10X Genomics) which generated barcoded single-cell droplets. Sequencing was performed with standard protocol using 10X Single Cell 3’ v2 and 10X chromium system. The library was sequenced with Nova PE150. In total, 12 158 cells were sequenced in one run. R package Seurat (version 2.3.0)^18^ was leveraged for subsequent quality control and clustering analysis. Cells expressing <200 or >5000 genes were filtered out for exclusion of noncell or cell aggregates. Cells with a percentage of mitochondrial genes >0.05 were also filtered out. After quality control, 11 878 cells were included in subsequent analysis. After log-normalizing the data, principle component analysis was performed for dimension reduction. Clusters generated with the first 10 principal components were visualized with t-distributed stochastic nearest neighbor embedding. Expression of selected genes was plotted with Seurat function FeaturePlot.

Adult subcutaneous adipose tissue stromal vascular cells in published data sets (GSM3717978^19^ and E-MTAB-6677^20^) were analyzed with corresponding methods described in the literature. Clustering-specific markers for each mesenchymal stem cell population were found with MSC population subseted Seurat (version 3) object.

### Pseudotime Trajectory Analysis

Pseudotime trajectory was plotted with R package monocle version 2.4 with default settings. Pseudotime ordering was performed using function reduceDimension with max_components set at 2 and reduction_method set as DDRTree. Cells that express *Acta2* but do not express *Myl6*, *Cnn1*, or *Myh11* were set as starting point of pseudotime. Significant genes are obtained with function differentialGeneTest (fullModelFormulaStr =~Pseudotime) and plotted with function plot_pseudotime_heatmap (num_clusters =3). In the heatmap, predicted values generated by function genSmoothCurves were plotted along 100 evenly spaced pseudotime values.^21^ Genes included in Kyoto encyclopedia of genes and genomes term TGF-β signaling or transcription factors (list obtained from transcription factor database^22^) were intersected with the 3 significantly changed gene modules and presented as heatmap. Branch point analysis was performed with BEAM function.

### Smooth Muscle Differentiation

PV-ADSCs were seeded on gelatin-coated flasks and differentiated with medium (α-MEM with 10% FBS and 5 ng/mL TGF-β1 [R&D systems]) for indicated time. Leptin (Peprotech, 450-31) or IGFBP-2 (R&D Systems, 797-B2-025) at indicated concentrations were used to manipulate differentiation.

### RFP Labeling of Cells

Lentiviral particles used to label PV-ADSCs with RFP (red fluorescent protein) were generated with LV H2b_RFP plasmid^23^ (a gift from Elaine Fuchs, Addgene, 26001).

### Subcutaneous Matrigel Plug Assay

Subcutaneous Matrigel plug assay experiments were conducted as described.^6,24,25^ PV-ADSCs were differentiated for 5 days with αMEM with 10% FBS 5 ng/mL TGF-β1. Mouse MS1 ECs (ATCC, CRL-2279) were prepared. Differentiated PV-ADSCs and mouse ECs were mixed in a 1:1 ratio in 100 μL Matrigel and injected subcutaneously to mice. The plugs were harvested 14 days after the injection for immunostaining and H&E staining. To track the PV-ADSCs, RFP-labeled cells were used.

### Cell Transplantation

Mouse vein segments were isografted into carotid arteries of C57BL/6J mice.^26^ RFP-labeled PV-ADSCs in culture (10^6^ cells) were seeded onto the adventitial side to envelope the vein grafts. Vein graft transplantation without cell wrapping was used as control. Grafted tissue fragments were harvested 2 weeks postsurgery and stained with H&E and immunofluorescent markers.

### ^1^H Nuclear Magnetic Resonance Metabolomics Analysis

Undifferentiated ADSCs and ADSCs cultured in differentiation medium (α-MEM with 10% FBS and 5 ng/mL TGF-β1) for 1 day were harvested and frozen in liquid nitrogen. Eight samples were acquired in each treatment and 1H nuclear magnetic resonance metabolomics was performed using method published with modifications.^27^

### Gas Chromatography-Mass Spectrometry Metabolomics Analysis

Undifferentiated ADSCs, ADSCs differentiated for 4 days, cells treated with miRNA mimic negative control or miR-378a-3p mimics were harvested, frozen in liquid nitrogen before analysis. Extraction of metabolites was done using a published protocol with modification.^28^

### Metabolomics Data Processing

Annotated metabolites and correspondent abundance were normalized to the total level of metabolites. Data scaling was mean-centered and divided by SD of each variable. Orthogonal projection to latent structures analysis^29^ and heatmap of various metabolites were obtained from MetaboAnalyst software.^30^

### Transfection of MiRNA Mimics, MiRNA Inhibitors, and SiRNAs

PV-ADSCs with 70% confluence were transfected with miRNA mimics, inhibitors or siRNAs (Thermo Fisher) with Lipofectamine RNAiMAX (Thermo Fisher). After optimization, the concentrations of miRNA mimics, miRNA inhibitors, and siRNAs were respectively 12.5, 60, and 12.5 nmol/L.

### Oxygen Consumption Rate and Extracellular Acidification Rate Measurements

Oxygen consumption rate (OCR) and extracellular acidification rate are measured with the Seahorse XF-24 extracellular flux analyzer (Seahorse Bioscience). PV-ADSCs with indicated treatments and corresponding controls were plated on XF-24 microplate coated with gelatin one day before the assay. XF Cell Mito Stress Kit was used to study the mitochondrial metabolism. OCR and extracellular acidification rate at basal level and after metabolic perturbations with the addition of 1 μmol/L oligomycin, 1 μmol/L carbonyl cyanide-p-trifluoromethoxyphenylhydrazone, and 1 μmol/L rotenone and anti-mycin A were measured. Calculations were obtained with the Agilent Seahorse Wave Software for Agilent Seahorse XF analyzers (Seahorse Bioscience).

### Statistical Analysis

Data with 5 or more experiment repeats passed KS normality test that determines data normality and the *F* test that assesses homogeneity of variance. Unpaired and 2-tailed Student *t* test were applied to analyze data between 2 groups. Data were expressed as mean±SD using GraphPad Prism 6. Comparisons across multiple groups with 5 experiment repeats per group were assessed with 1-way ANOVA test, followed by Bonferroni post hoc analysis. Comparisons across multiple groups with 3 experiment repeats per group were assessed with the Kruskal-Wallis test, followed by Bonferroni post hoc analysis. Experiment repeats in each group were specified in the figure legends. *P*<0.05 was considered statistically different.

### Data Availability

Clustering result of primary PV-ADSC scRNA-seq data has been made public on the Automated Single-cell Analysis Pipeline website (https://asap.epfl.ch) with the project name PV-ADSC scRNA-seq. Raw sequencing data of primary PV-ADSCs are available in Gene Expression Omnibus (GSE132581). Additional data are available from the corresponding author on request.

## Results

### Characterization and Localization of Stem Cells in the PVAT

MSCs exist in almost all organs of the body.^31^ ADSCs from the subcutaneous fat exhibit potential for tissue remodeling with multilineage differentiation capacities and immunomodulation effect.^32^ Thus, we hypothesized that MSCs also reside in the PVAT. To examine this, the adipose tissue surrounding mouse thoracic aorta was enzymatically digested and cultured in vitro. In the isolated adipose tissue, similar coverage of PLIN-1 (perilipin-1), an adipocyte marker with cell nucleus as well as minimal staining of PLIN-1 in remaining adventitia confirms minimal contamination of adventitial cells (Figure I in the online-only Data Supplement), although slight contamination could not be excluded given the proximity of periaorta adipose tissue and adventitia. More than 95% of the cells express MSC marker CD29 and 73.55±2.85% express mouse stem cell marker Sca1 (Figure 1A and 1B). CD34, which is also an MSC marker,^33^ displayed high expression in around 68.30±2.70% of the cultured cells (Figure 1A and 1B). Furthermore, only 1% to 3% of the cells express hematopoietic marker CD45, macrophage marker CD11b, progenitor marker c-Kit, and endothelial marker PECAM1 (platelet and endothelial cell adhesion molecule 1; Figure 1A and 1B). In addition, around 63% of the cells expressed pericyte or fibroblast marker PDGFRa and >95% expressed CD44 (Figure IIA in the online-only Data Supplement). Furthermore, the cells isolated from the PVAT exhibited adipogenic and osteogenic differentiation capacities (Figure IIB through IIE in the online-only Data Supplement). Thus, in consistency with the in vitro definition of MSCs proposed by the International Society for Cellular Therapy,^34^ phenotypic analysis, and multilineage differentiation capacities confirmed the existence of MSCs within the periaorta adipose tissue. These cells are referred to as PV-ADSCs below.

**Figure 1.**
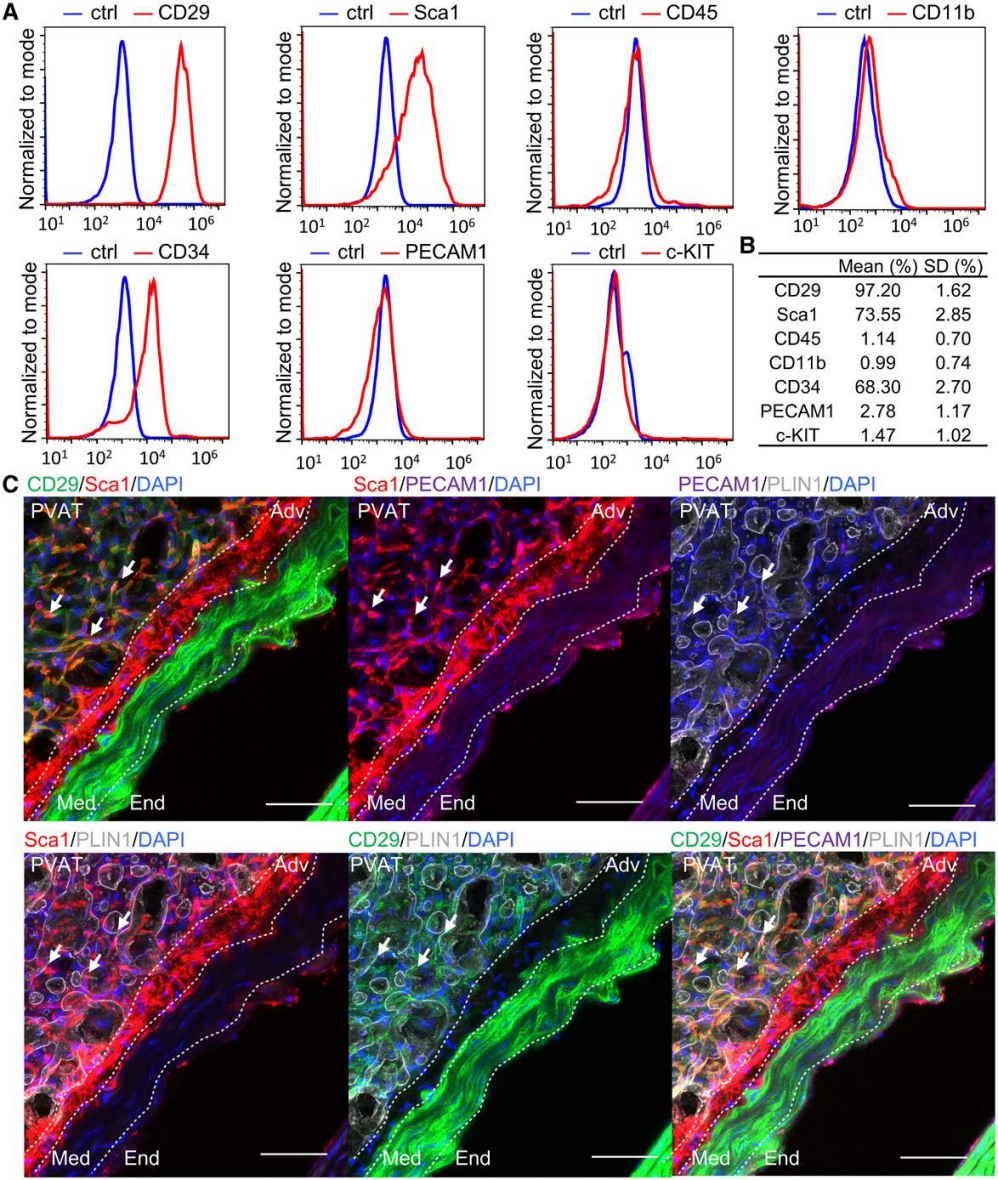
**Characterization of perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs).** **A** and **B**, Representative histograms of flow cytometry analysis of cultured PV-ADSCs and the percentage of indicated phenotypic markers (n=3). Gating is set for the IgG control to be between 0.5% and 1%. **C**, Immunofluorescent staining of the adipose tissue surrounding the mouse aorta with CD29, Sca-1 (stem cell antigen 1), PECAM1 (platelet and endothelial cell adhesion molecule 1), PLIN-1 (perilipin-1), and 4′,6-diamidino-2-phenylindole (DAPI; n=3). Arrows indicate the CD29^+^/Sca1^+^/PECAM1^−^/PLIN1^−^ cells. The border between End (endothelium), Med (media), Adv (adventitia), and perivascular adipose tissue (PVAT) is drawn with dashed line. Scale bar, 50 μm. Ctrl indicates IgG isotype control.

After characterization of the phenotypic markers, the in situ localization of PV-ADSCs was studied. To exclude ECs and adipocytes from the PV-ADSC population, staining of endothelial marker PECAM1 and adipocytes marker PLIN-1 was performed. MSC marker CD29 was used because of its consistent and high expression in primary periaorta adipose tissue cells (Figure 2A) and cultured PV-ADSCs (Figure 1). As adventitial Sca-1^+^ cells play a crucial role in neointima formation and vascular pathogenesis,^35^ Sca-1 expression in CD29^+^/PECAM1^−^/PLIN1^−^ cells was examined. The results showed that PVAT contains a population of CD29^+^/PLIN1^−^/PECAM1^−^ cells and that some of the cells coexpress Sca-1 (Figure 1C). To conclude, a CD29^+^/Sca1^+^/PLIN1^−^/PECAM1^−^ PV-ADSC population was identified in the PVAT.

**Figure 2.**
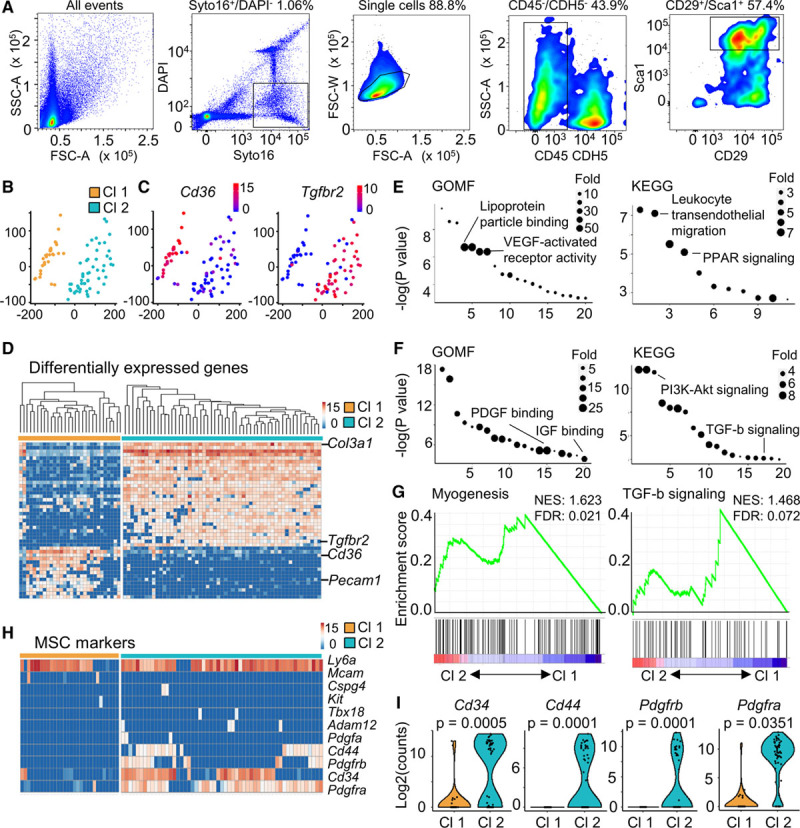
**Single-cell RNA-sequencing (scRNA-seq) reveals 2 distinct clusters in perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs).** **A**, Sorting gate for scRNA-seq was set as live nucleated cells (Syto16^+^/DAPI^−^), single cells, CD45^−^/CDH5^−^ cells and CD29^+^/Sca1^+^ cells. **B**, Scatter plot obtained from multidimensional scaling (MDS) analysis showed 2 distinct clusters. Color scale, log2(gene counts). **C**, Expression of representative genes for cluster 1 (*Cd36*) and cluster 2 (*Tgfbr2*). **D**, Heatmap of marker genes in each cluster. Color scale, log2(gene counts). Full list of genes was in Table I in the online-only Data Supplement. **E** and **F**, Gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KEGG) pathway analysis of the top 200 genes (by *P* value) upregulated in Cluster 1 (**E**) and Cluster 2 (**F**). Full list of GO terms and KEGG pathways was in Table II in the online-only Data Supplement. **G**, Enrichment of gene sets including Myogenesis (Molecular Signature) and TGF (transforming growth factor)-β signaling (KEGG). **H**, Expression heatmap of frequently used mesenchymal stem/stromal cell (MSC) markers. Color scale, log2(gene counts). **I**, Expression of frequently used MSC markers in the 2 clusters was shown as violin plot. Cl 1 indicates cluster 1; Cl 2, cluster 2; DAPI, 4′,6-diamidino-2-phenylindole; FDR, false discovery rate; GOMF, gene ontology molecular function; NES, normalized enrichment score; and PPAR-γ, peroxisome proliferator-activated receptor-γ.

### ScRNA-Seq of PV-ADSCs Reveals 2 Distinct Clusters

Heterogeneity has been a long-standing question in the research field of MSCs.^34^ To achieve a high-resolution phenotyping of the PV-ADSCs, scRNA-seq was used. 

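PV-ADSCs were sorted directly from the adipose tissue around the thoracic aorta of mice aged 8 weeks, without culture, and a full-length cDNA library was made from each single cell on an acoustic liquid handler. The series describes 94 cells, each of which is a separate library. No animal of origin is named for any cell, so all cells were treated as 1 sample, and no p value was computed between groups of cells. The authors aligned the reads to mm9 and deposited 1 table of normalized read counts, which holds 85 of the cells and 16069 genes by symbol. The other 9 cells were not analysed here. Of all values in the table, 85.3% were 0. The 9942 genes with a value above 0 in fewer than 10 cells held exact whole numbers in every cell, so no factor was found in them. Among the 6127 genes above 0 in at least 10 cells, 723 were also whole within the larger of a relative tolerance of 6e-09 and an absolute one of 1e-06, and the other 5404 fell into 13 groups of genes, each multiplied by a factor of its own in each cell. Within the larger of a relative tolerance of 2e-09 and an absolute one of 1e-08 reads, 165968 of the 165973 values above 0 in those 6127 genes were a whole number of reads times such a factor, compared with 0.0132% of values when the factor of another group was used. Dividing each value by its factor gave recovered reads, a step that was chosen after the values had been seen. The deposited values themselves, as log2(value + 1) without further scaling, were used for clustering and for means, whereas recovered reads were used for depth and for detection at 10 or 100 reads. Values are given as the mean ± SD over cells of log2(value + 1), or as the share of cells above 0 with an exact Clopper-Pearson 95% interval. These intervals cover counting error only and not the variation between animals.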

Among the enzymatically digested periaorta adipose tissue cells (freshly isolated cells without in vitro culture), single live cells were sorted for CD45^−^/CDH5^−^ population to exclude the hematopoietic and endothelial lineages (Figure 2A). 

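The genes that encode the proteins of the sort gate were examined first over all 85 cells. *Ly6a*, which encodes Sca1, was above 0 in 73 cells (85.9%, interval 76.6% to 92.5%), and 72 cells held at least 100 recovered reads of it. *Itgb1*, which encodes CD29, was above 0 in 47 cells (55.3%, interval 44.1% to 66.1%). *Cdh5*, whose protein was gated out, was above 0 in 30 cells (35.3%, interval 25.2% to 46.4%). *Ptprc*, which encodes CD45, was not analysed here.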

Subsequently, scRNA-seq was performed in CD29^+^/Sca1^+^ cells (60.15±3.17% in nonimmune nonendothelial cells; Figure 2A; Figure IIIA in the online-only Data Supplement). Selection of CD29 and Sca1 as the positive markers of PV-ADSCs was supported by our previous phenotypic and in situ characterization and previous publications.^20,36^ Interestingly, Dpp4^+^ interstitial progenitors in mouse subcutaneous inguinal white adipose tissue showed an enrichment of Sca-1 compared with committed Icam1^+^ proadipocytes (Figure IIIB in the online-only Data Supplement), which further supported the use of Sca-1 for enrichment of ADSCs.^19^

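The aligned reads per cell behind the filter of 800000 reads were not used here, so the recovered reads on genes were counted in their place. They ranged from 1146945 to 4776510 per cell with a median of 2847986, and all 85 cells lay above 800000. With a threshold of 1200000 reads, 84 cells remained. The sums of the deposited values ranged from 2157755 to 6109117 with a median of 2872760, and the cell with the largest sum had the fewest recovered reads. The recovered total of that cell is uncertain, because the values of 1 of its groups of genes leave its factor open. A median of 2519 genes per cell was above 0, with a range from 285 to 4148.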

Among the 94 single cells captured, 85 cells with the number of aligned reads >800 000 were selected for further analysis (Figure IIIC in the online-only Data Supplement). 

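The 85 cells were clustered by Ward's method on the 2000 most variable genes among the 11478 genes above 0 in at least 3 cells. Every gene named in the text, every cell type marker and every member of the gene lists was left out beforehand, so that their values could be compared between the clusters. Cluster 1 was defined as the cluster with the higher mean of *Cd36* and *Pecam1*. The tree parted into 30 cells in cluster 1 and 55 cells in cluster 2. Which cells the authors placed in each cluster was not used here. The mean silhouette width was 0.112 with 2 groups, 0.0804 with 3 groups and 0.0766 with 4 groups. Across the other settings tried, cluster 1 held between 28 and 31 cells, and 5 of the 85 cells changed cluster in at least 1 setting. The lowest number, 28 cells, was reached in 3 settings, among them the clustering of 2 multidimensional scaling coordinates. Depth was similar in the clusters, with a median of 2675806 recovered reads in cluster 1 and 3023381 in cluster 2. The number of genes above 0 was not, with a median of 1338.5 genes per cell in cluster 1 (range, 285 to 2278) and 2826 in cluster 2 (range, 1792 to 4148).

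**Figure D1:**
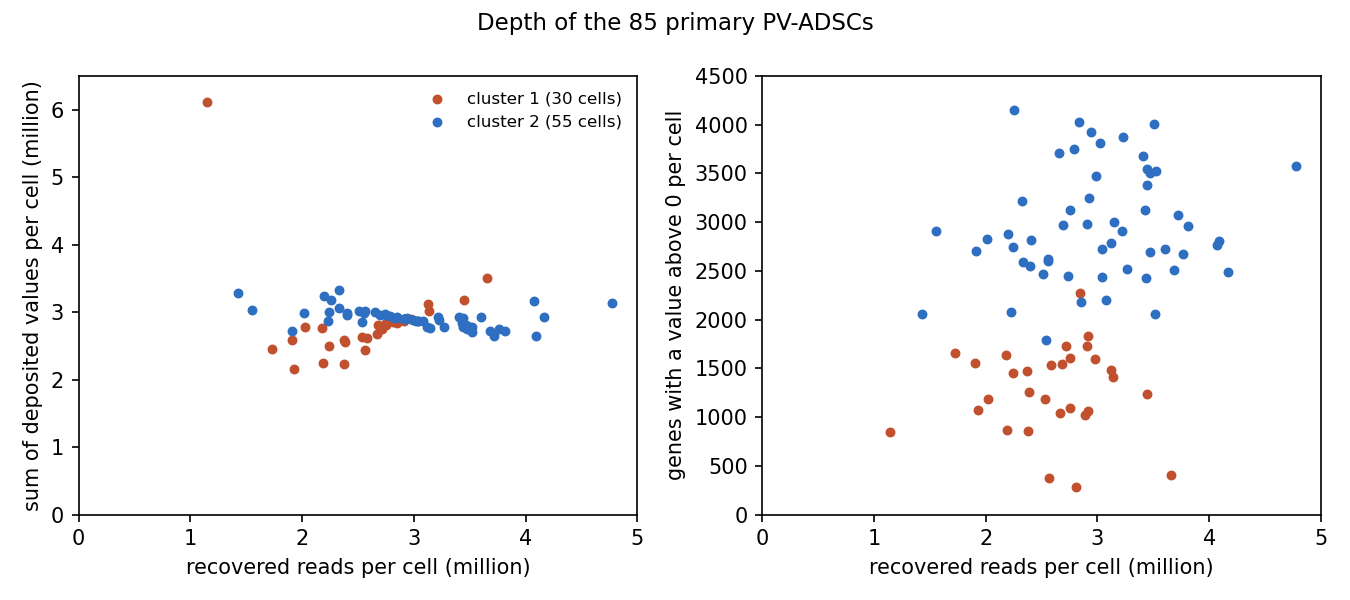
Depth of the 85 cells, 1 point per cell, colored by cluster. The left panel plots the sum of the deposited values against the recovered reads, and the right panel plots the number of genes above 0 per cell against the recovered reads. The clusters overlap in recovered reads but differ in genes per cell, and 1 cell of cluster 1 has the largest deposited sum and the fewest recovered reads.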

Two distinct clusters (cluster 1 and cluster 2) were identified which contained 30 and 55 cells, respectively (Figure 2B). Cluster 2 featured the expression of *Tgfbr2*, an important component of TGF-β signaling pathway (Figure 2C), whereas cluster 1 exclusively expressed *Pecam1* (Figure IIIH in the online-only Data Supplement), an endothelial marker and *Cd36* (Figure 2C and 2D), which is important for fatty acid uptake. 

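*Tgfbr2* was above 0 in 45 of 55 cluster 2 cells (81.8%, interval 69.1% to 90.9%) and in 2 of 30 cluster 1 cells (6.67%, interval 0.818% to 22.1%). Its mean was 8.19 ± 4.24 in cluster 2 and 0.42 ± 1.89 in cluster 1. *Pecam1* was above 0 in 19 of 30 cluster 1 cells (63.3%, interval 43.9% to 80.1%) and in 12 of 55 cluster 2 cells (21.8%, interval 11.8% to 35.0%). For *Cd36* the numbers were 29 cells in cluster 1 (96.7%, interval 82.8% to 99.9%) and 15 cells in cluster 2 (27.3%, interval 16.1% to 41.0%), with means of 9.86 ± 4.18 and 1.08 ± 2.32. Of these cluster 2 cells, 4 held at least 10 recovered reads of *Pecam1* and 5 held as many of *Cd36*. At a level of at least 100 recovered reads, *Pecam1* was found in 13 cluster 1 cells and 1 cluster 2 cell, and *Cd36* in 24 cluster 1 cells and 1 cluster 2 cell.

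**Figure D2:**
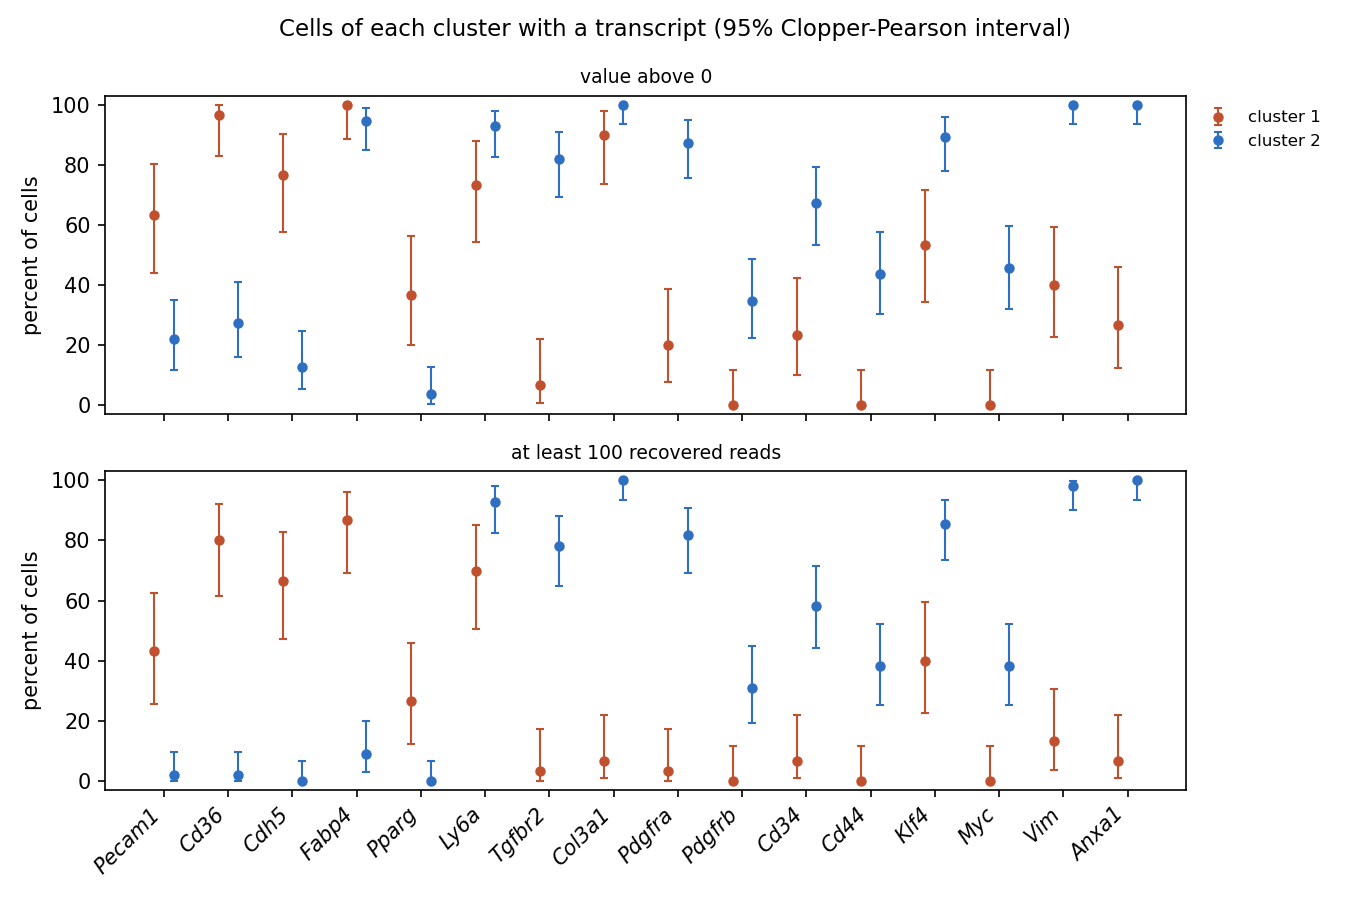
Percent of cells in cluster 1 (30 cells) and cluster 2 (55 cells) in which each of 16 genes was above 0 (upper panel) or had at least 100 recovered reads (lower panel). Points are shares and bars are 95% Clopper-Pearson intervals, which cover counting error only. At 100 reads, *Pecam1* and *Cd36* fall to 1.82% of cluster 2 cells, while *Tgfbr2* stays at 78.2%.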

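To name leading genes without reusing the genes that defined the clusters, the genes were parted at random into 2 sets, and each set was compared between clusters built from the other set. Both sets gave the same 30 cells in cluster 1. The comparison covered the 11201 genes that remained after named genes, markers and list members were left out, and some of the genes left out differed more. Among the genes covered, those with the largest excess in the share of cluster 1 cells were *Tspan7* (21 of 30 cells in cluster 1 and 8 of 55 cells in cluster 2), *Cd93* (17 and 1), *Cav2* (18 and 3), *Tmem88* (18 and 7) and *Gm8979* (15 and 2). Those among them with the largest excess in cluster 2 were *Lrp1* (0 cells in cluster 1 and 50 in cluster 2), *Clec3b* (0 and 48), *Meg3* (1 and 49), *C1rb* (0 and 47) and *Serping1* (3 and 52). Over all 11478 genes, 85.5% had a higher mean in cluster 2, and the median difference, cluster 2 minus cluster 1, was 0.68.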

The signature genes for clusters 1 and 2 were illustrated as a heatmap (Figure 2D). 

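Gene lists written by hand in advance, which are not the gene sets of the study, were compared between the clusters by the median difference in mean log2(value + 1), cluster 2 minus cluster 1. Each median was placed among 10000 random lists of the same size matched on mean expression. The 4 VEGF receptor genes above 0 in at least 3 cells had a median difference of -3.24. This lay at percentile 0.02 of the random lists, whose median was 1.77. *Flt1* was above 0 in 22 of 30 cluster 1 cells and 9 of 55 cluster 2 cells, and *Kdr* in 17 and 5, whereas *Nrp1* was found in 10 and 17. The 32 genes of the PPAR list had a median difference of 0.48, which lay at percentile 0.33 below a random median of 0.99. Of these, 7 were higher in cluster 1, with *Fabp4* (difference, -9.46) and *Cd36* (-8.78) farthest apart, and 25 were higher in cluster 2, among them *Lpl* (2.84). In no other setting did either list rise above percentile 1.66.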

Important signaling pathways in cluster 1 included VEGF (vascular endothelial growth factor)-activated receptor activity and PPAR signaling (Figure 2E). The feature signaling pathways for cluster 2 were those essential in smooth muscle differentiation, such as PDGF binding, IGF (insulin-like growth factor) binding, PI3K (phosphatidylinositol 3-kinase)-Akt (AKT serine/threonine kinase 1) signaling, and TGF-β signaling (Figure 2F). Furthermore, gene sets of myogenesis and TGF-β signaling presented a positive correlation with cluster 2 (Figure 2G). 

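The PDGF binding list had 10 genes above 0 in at least 3 cells. Their median difference was 7.10, above all 10000 random lists. The list includes the collagen genes *Col1a1* (difference, 8.74), *Col6a1* (10.00) and *Col3a1* (10.07). The IGF binding list of 18 genes had a median difference of 2.14 at percentile 82.7, with *Igfbp4* (9.93) highest and *Itga6* (-4.16) lowest. For the PI3K-Akt list of 57 matrix and receptor genes the median difference was 2.19 at percentile 95.1, with 99.98 when only genes above 0 in at least 10 cells were used and 67.1 when shares of cells were compared. The TGF-β signaling list of 57 genes had a median difference of 1.13 at percentile 65.8. Within it, 50 genes were higher in cluster 2, including *Dcn* (10.83) and *Tgfbr2* (7.77), and 7 were higher in cluster 1, including *Id1* (-3.66).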

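A hand-written list of muscle contractile genes was used beside the study's myogenesis set, which was not used here. Of its 79 genes, 21 were above 0 in at least 3 cells. Their median difference, cluster 2 minus cluster 1, was 1.00, at percentile 37.0 of the matched random lists, and 17 of the 21 genes were higher in cluster 2. The largest differences toward cluster 2 were those of *Hspb8* (5.50), *Cryab* (4.53) and *Tpm3* (3.78), and *Mef2c* (-1.81) differed most toward cluster 1. The percentile rose to 91.2 with genes above 0 in at least 10 cells and fell to 21.0 when shares of cells were compared.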

The results implied that cluster 1 cells display angiogenic potential, whereas cluster 2 cells demonstrate enriched expression of genes involving pathways that are important in SMC differentiation.

Single-cell level examination of MSC or pericyte markers including *Mcam*,^31^ *Tbx18*^37^, *Cspg4*,^31^ and *Pdgfra*,^36^ etc, revealed substantial heterogeneity at a high resolution (Figure 2H). 

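*Mcam* was above 0 in 3 of 30 cluster 1 cells (10.0%, interval 2.11% to 26.5%) and in 0 of 55 cluster 2 cells, which allows a share of cells with reads of up to 5.45%. *Tbx18* and *Cspg4* were each above 0 in 2 cluster 2 cells (3.64%, interval 0.443% to 12.5%) and in 0 of 30 cluster 1 cells, which allows a share of cells with reads of up to 10%. *Adam12* was found in 4 cells and *Pdgfa* in 3 cells, all in cluster 2, and *Kit* in 1 cell of cluster 1. *Pdgfra* had the widest distribution of these genes, with a value above 0 in 54 of the 85 cells and a mean of 8.39 ± 3.80 in cluster 2.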

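*Ly6a* was above 0 in 22 of 30 cluster 1 cells (73.3%, interval 54.1% to 87.7%) and 51 of 55 cluster 2 cells (92.7%, interval 82.4% to 98.0%), with means of 9.28 ± 6.11 and 12.04 ± 3.60. *Pdgfra* was above 0 in 6 cells of cluster 1 (20.0%, interval 7.71% to 38.6%) and 48 cells of cluster 2 (87.3%, interval 75.5% to 94.7%). *Cd34* was found in 7 (23.3%, interval 9.93% to 42.3%) and 37 (67.3%, interval 53.3% to 79.3%) of the cells, respectively. *Cd44* was above 0 in 24 cluster 2 cells (43.6%, interval 30.3% to 57.7%) and *Pdgfrb* in 19 (34.5%, interval 22.2% to 48.6%). Neither was detected in the 30 cluster 1 cells, which allows a share of cells with reads of up to 10%. Because cluster 1 cells held fewer genes, each share was compared with those of 200 genes found in as many cells. The difference of *Cd44* lay at percentile 96.8 of these genes and that of *Pdgfrb* at 96.2, compared with 89.8 for *Pdgfra* and 62.5 for *Cd34*.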

High expression of *Ly6a* was observed in both clusters, while other markers, such as *Cd34*, *Cd44*, *Pdgfra*, and *Pdgfrb*, were mainly expressed in cluster 2 (Figure 2I). Heterogeneous expression of stemness markers, such as *Klf4* and *Myc*,^38^ was also observed (Figure IIID in the online-only Data Supplement). Additionally, the cells in cluster 1 demonstrated exclusive expression of adipogenesis markers *Fabp4* and *Pparg* (Figure IIIE and IIIF in the online-only Data Supplement). 

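*Klf4* was above 0 in 16 of 30 cluster 1 cells (53.3%, interval 34.3% to 71.7%) and 49 of 55 cluster 2 cells (89.1%, interval 77.8% to 95.9%). Its mean was 4.98 ± 5.38 in cluster 1 and 9.48 ± 4.07 in cluster 2. *Myc* was above 0 in 25 cells, all in cluster 2 (45.5%, interval 32.0% to 59.4%), with a mean of 3.85 ± 4.60 there. In cluster 1 it was detected in 0 of 30 cells, which allows a share of cells with reads of up to 10%.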

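*Fabp4* was above 0 in all 30 cluster 1 cells (100%, interval 88.4% to 100%) and in 52 of 55 cluster 2 cells (94.5%, interval 84.9% to 98.9%). The levels differed, with a median of 47840 recovered reads per cell in cluster 1 and 6 in cluster 2, and means of 12.92 ± 4.02 and 3.46 ± 3.22. At least 100 recovered reads were found in 26 cluster 1 cells (86.7%) and 5 cluster 2 cells (9.09%, interval 3.02% to 20.0%). With every cell thinned to 1146945 reads, the share of cluster 2 cells with *Fabp4* was 74.5%. *Pparg* was above 0 in 11 cluster 1 cells (36.7%, interval 19.9% to 56.1%) and 2 cluster 2 cells (3.64%, interval 0.443% to 12.5%), and neither of the latter held 10 reads.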

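*Cdh5* was above 0 in 23 of 30 cluster 1 cells (76.7%, interval 57.7% to 90.1%) and in 7 of 55 cluster 2 cells (12.7%, interval 5.27% to 24.5%). Its mean was 6.36 ± 4.28 in cluster 1 and 0.33 ± 1.09 in cluster 2. All 20 cells with at least 100 recovered reads of *Cdh5* were in cluster 1, and the highest number in a cluster 2 cell was 57 reads.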

Endothelial marker *Cdh5* was also mainly expressed in cluster 1 cells (Figure IIIG and IIIH in the online-only Data Supplement). No cell expressed SMC markers, including *Cnn1*, *Tagln*, *Acta2*, and *Myh11* (not shown). Interestingly, fibroblast markers such as *Vimentin* demonstrated heterogeneous expression in primary PV-ADSCs (Figure IV in the online-only Data Supplement). 

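*Vim* was above 0 in all 55 cluster 2 cells (100%, interval 93.5% to 100%) and in 12 of 30 cluster 1 cells (40.0%, interval 22.7% to 59.4%). The mean was 12.24 ± 1.63 in cluster 2 and 1.96 ± 3.45 in cluster 1. *Anxa1* followed the same distribution, with 55 cluster 2 cells and 8 cluster 1 cells above 0 (26.7%, interval 12.3% to 45.9%). At 100 recovered reads, *Vim* was found in 54 and 4 cells and *Anxa1* in 55 and 2 cells of clusters 2 and 1.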

Relatively limited heterogeneity resulted from the relatively small number of cells analyzed was complimented by analysis of published data sets which offered clue of subcutaneous stromal vascular cell hierarchy (Figure V in the online-only Data Supplement).^19,20^ To conclude, scRNA-seq allowed unprecedented direct visualization of MSC heterogeneity, revealing 2 distinct clusters with discrete signature gene sets and signaling pathways. Multiple gene sets involved in SMC differentiation were enriched in cluster 2.

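Of 31 genes taken from the text and figures of the study, 25 had data, and 18 of these were above 0 in a larger share of cluster 2 than of cluster 1 cells. Further lists were compared beside those of the pathways. The 36 extracellular matrix genes had a median difference of 8.03, and the 13 fibroblast genes one of 8.74, each above all 10000 random lists. From the genes and pathways that separate the clusters, the paper proposes that cluster 1 cells have angiogenic potential and that cluster 2 cells show enriched expression of genes in pathways important in SMC differentiation, and it concludes that the cells are heterogeneous.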

### Pseudotime Analysis of Cultured PV-ADSCs Uncovers an SMC Differentiation Trajectory

While scRNA-seq of primary PV-ADSCs reflected their function and heterogeneity in vivo, further scRNA-seq of cultured PV-ADSCs offered an opportunity to examine a larger number of cells. In total, 12 158 cells were detected, with a median 2602 genes per cell. After quality control by including cells with gene number between 200 and 5000 and filtering out cells with fraction of mitochondrial genes higher than 0.05, 11 878 cells were leveraged for subsequent analysis (Figure VIA and VIB in the online-only Data Supplement). Consistent with our previous flow cytometry data (Figure 1A), cultured PV-ADSCs exhibited minimal level of *Cdh5* expression with only 0.48% of the cells positive for *Cdh5* (Figure VIC and VIE in the online-only Data Supplement). On the contrary, *Tgfbr2* and *Col3a1*, both marker genes of cluster 2 in primary PV-ADSCs, displayed high expression in cultured PV-ADSCs with 29.26% and 93.79% of the cells positive for these markers, respectively (Figure VIC and VIE in the online-only Data Supplement). Interestingly, 6.23% of the cells expressed mature SMC marker *Myh11* (Figure VID and VIE in the online-only Data Supplement). Additionally, most of the 15 cluster 1 marker genes displayed expression in <5% cultured cells, whereas most of the cluster 2 marker genes were expressed in >25% of the cultured cells (Figure VIF in the online-only Data Supplement).

Pseudotime trajectory analysis was used to inspect progression of continuous cell states. It is noted here that the trajectory here was not complimented by real differentiation time points and thus offers only suggestions of differentiation mechanism, which requires further experimental proof. Because the PV-ADSCs were kept in basal conditions without additional stimulation factor towards adipocytes or osteocytes, minimal expression of markers for these cell types were expressed (Figure VIIA in the online-only Data Supplement). Cultured PV-ADSCs displayed different level of *Acta2, Myl6, Cnn1*, and *Myh11* expression (Figure 3A; Figure VIIB in the online-only Data Supplement). Pseudotime analysis ordered cells expressing different levels of SMC markers in a trajectory (Figure 3B). Mature SMCs (stage 4) were located towards the termini of the trajectory, which is partly a validation for the constructed trajectory (Figure 3C). Significantly changed genes along the pseudotime trajectory were assigned to 3 gene modules (Figure 3D). In the downregulated gene module were *Lpl* (Figure 3D), an enzyme important for lipid metabolism,^39^ stem cell marker *Ly6a* (Figure 3E), and fibroblast marker *Dcn* (Figure VIIB in the online-only Data Supplement). *Vim* and *Tpm3* were from gene module 2 and upregulated along the pseudotime, peaking in the middle of the trajectory (Figure 3D). SMC marker *Acta2*, pericyte marker *Mcam*, and MSC marker *Cd44* were in gene module 3, reaching highest expression towards the end of trajectory (Figure 3D). For the upregulated genes (gene module 2 and 3), essential pathways for SMC differentiation such as HDAC (histone deacetylase) binding, histone binding, acting binding, IGF binding, and TGFR binding were enriched (Figure 3F). In the TGF-β signaling pathway, the upregulation of *Tgfb1* (in gene module 2), *Rock2*, and *Rhoa* (in gene module 3) along pseudotime trajectory further underlines the importance of this pathway in SMC differentiation (Figure 3G). In particular, *Tgfb2* and also the total level of significantly changed genes in TGF-β signaling were increased during differentiation (Figure 3H). Importantly, along the trajectory, *Cebpb*, which is crucial for adipogenesis, and *Runx1*, which drives osteocyte differentiation,^40^ decreased (Figure 3I). It is noted that pseudotime heatmap plots predicted values generated by function genSmoothCurve in monocle (version 2) along 100 evenly spaced pseudotime values rather than real expression values.^21^ Cells located at the branches of the trajectory including states 8, 7, 5, and 9 demonstrated enriched expression of genes involved in gene ontology terms antioxidant activity, laminin binding, hormone receptor binding, and IL (interleukin)-1 activity receptor binding respectively, which is consistent with the broad spectrum of function reported for mesenchymal stem cells such as immunomodulation (Figure VIII in the online-only Data Supplement).^41^

**Figure 3.**
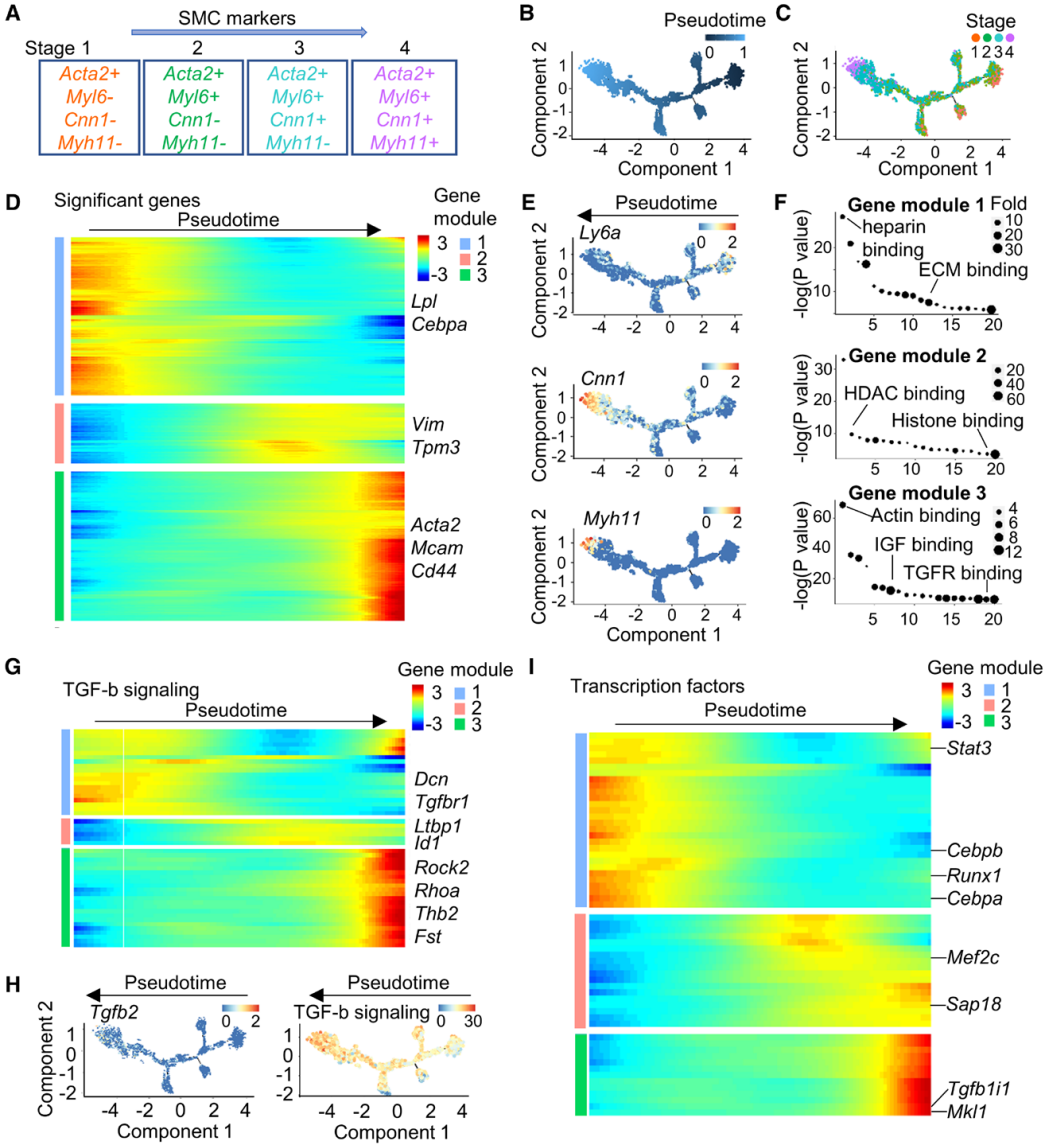
**Pseudotime trajectory of cultured perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs).** **A**, Cell stages expressing early to late smooth muscle cell (SMC) markers. **B**, Pseudotime trajectory of cultured PV-ADSCs with DDRTree method for dimension reduction. Color scale, pseudotime. **C**, Cell ordering from different differentiation stages along the pseudotime trajectory. **D**, Heatmap of the top 1000 (by *Q* value) significantly changed genes in 3 gene modules. **E**, Expression of *Ly6a*, *Cnn1*, and *Myh11* along the trajectory. Color scale, log gene expression. **F**, Gene ontology (molecular function) analysis of each gene module from (**D**). Full list was in Table III in the online-only Data Supplement. **G**, Expression of significantly changed genes from TGF (transforming growth factor)-β signaling pathway (KEGG) along pseudotime. Full list was in Table I in the online-only Data Supplement. Color scale, log gene expression. **H**, *Tgfb2* expression and total level of significantly changed genes from TGF-β signaling along the pseudotime trajectory. Color scale, log gene expression. **I**, Expression of significantly changed transcription factors along the pseudotime trajectory. Full list was in Table I in the online-only Data Supplement. Color scale, log gene expression.

### PV-ADSCs Participate in Vascular Remodeling In Vivo and Differentiate Towards SMCs In Vitro

Both adventitial progenitors and PV-ADSCs are located close to the aorta, among which adventitial progenitors have been demonstrated to participate in vascular remodeling.^7^ To better characterize PV-ADSCs, comparison of their single-cell level transcriptomic signature with adventitial mesenchyme cells (Adventitial Mesen I-IV clusters)^42^ were performed. Cluster-defining genes for Adv-Mesen cells were enriched in cluster 2 cells of primary PV-ADSCs, with Mesen II cluster markers most highly expressed (Figure IXA in the online-only Data Supplement). Additionally, only cluster 2 markers were highly expressed in Adv-Mesen cells and their slight enrichment in Mesen II cluster was also observed (Figure IXB in the online-only Data Supplement). Comparison of Sca1^+^ (normalized expression >1) cells from Adv-Mesen cells and cultured PV-ADSCs was further conducted. Interestingly, *Ccl2* (C-C motif chemokine ligand 2), which proved important for the proinflammatory function of adventitial Sca1^+^ cells,^42^ was among the genes with high variation in both groups (Figure IXC from online-only Data Supplement). Various genes were differentially expressed in Sca1^+^ Adv-Mesen cells and cultured PV-ADSCs, among which fibroblast marker *Dcn* (decorin) and actin filament regulating *Gsn* (gresolin) were enriched in Adv-Mesen cells, and *Timp1* (tissue inhibitor of metalloproteinases 1) and *S100a4* (S100 calcium binding protein A4) were highly expressed in cultured PV-ADSCs (Figure IXD and IXE in the online-only Data Supplement). In terms of pathway analysis, genes expressed higher in cultured PV-ADSCs displayed enrichment of gene ontology terms actin binding and actin filament binding, whereas those selectively expressed in Adv-Mesen cells were enriched for gene ontology term chemokine activity and antioxidant activity (Figure IXF in the online-only Data Supplement). However, it should be noted that cultured PV-ADSCs and primary Adv-Mesen cells were compared. Cell culture conditions might introduce transcriptomic difference. Collectively, cluster 2 PV-ADSCs displayed certain similarity with adventitial Sca1^+^ cells, whereas transcriptomic difference was more prominent.

To explore whether PV-ADSCs participate in vascular remodeling in vivo, a vein graft model was used. Transplantation of cultured PV-ADSCs to the adventitial side of the vein graft significantly promoted the neointima formation (Figure 4A). RFP signal in the neointimal area indicated the migration of the RFP-labeled PV-ADSCs from the adventitial side to the neointima (Figure 4B). Numerous RFP-positive cells expressed SMC marker ACTA2 (smooth muscle α actin), implying that the contribution of PV-ADSCs to neointima formation might be partly through SMC differentiation (Figure 4B). Fibroblast marker Vimentin was also expressed in some RFP-positive cells (Figure XA in the online-only Data Supplement). Notably, no colocalization of RFP with macrophage marker CD68 was observed, suggesting that participation of PV-ADSCs in vascular remodeling was not through macrophage differentiation (Figure XB in the online-only Data Supplement).

**Figure 4.**
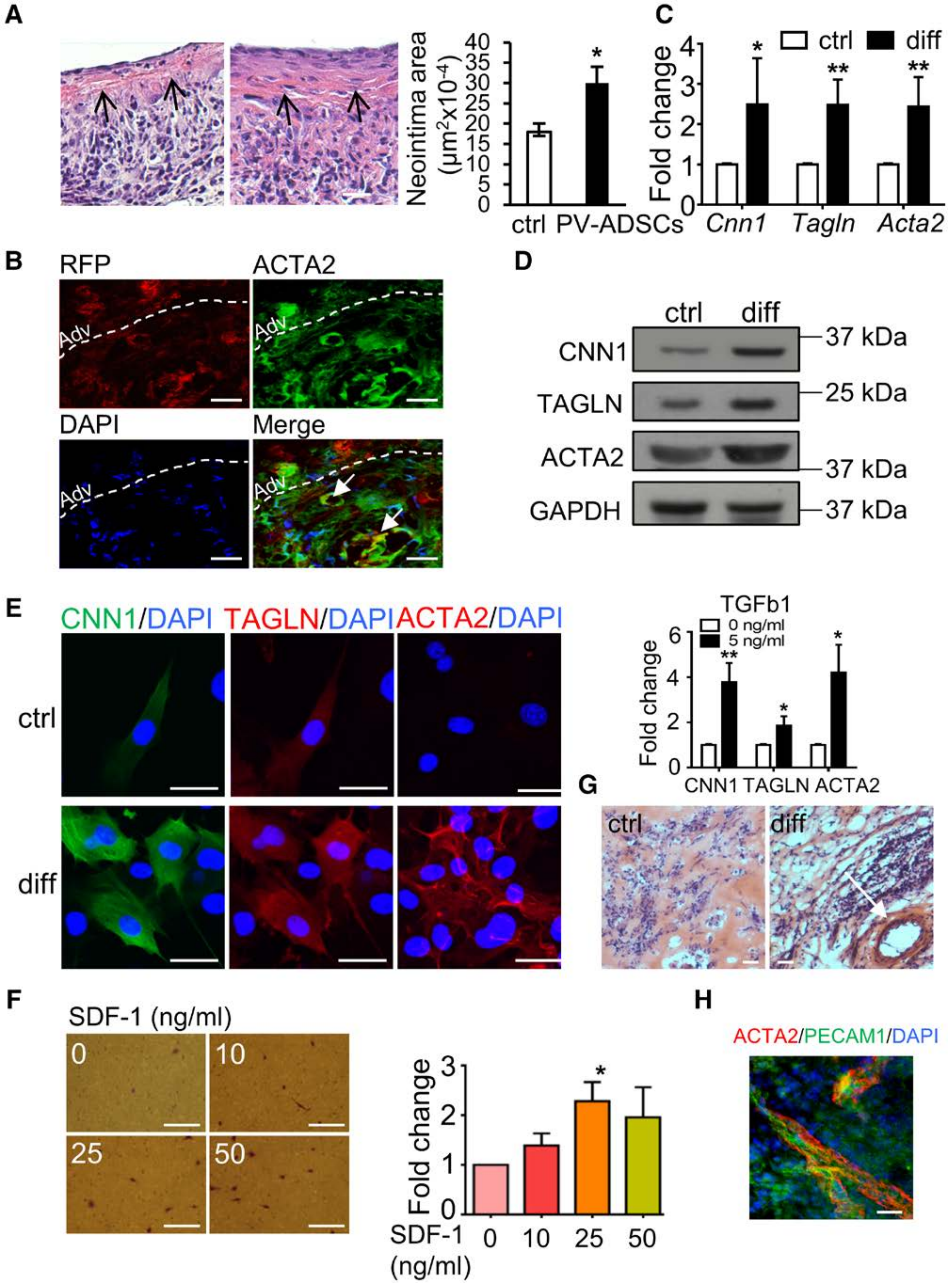
**Perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs) differentiate towards smooth muscle cells (SMCs) in vivo and in vitro.** **A**, H&E staining of the vein graft harvested 4 wk after the transplantation. Neointimal area was calculated against injury-only control (n=4). Arrow indicates the boundary between neointima and media layer. **B**, Vein grafts harvested 1 wk after the transplantation were stained with RFP (red fluorescent protein; red) and SMC marker ACTA2 (smooth muscle α actin; green) (n=4). Arrows indicate cells positive for both markers. Dashed line indicates boundary of adventitia and neointima. Scale bar, 20 μm. **C**–**E**, In vitro cultured PV-ADSCs were differentiated towards SMCs in differentiation medium for 5 d (diff) and then harvested for quantitative polymerase chain reaction (qPCR; **C**; n=4), Western blot (**D**; n=3) and immunofluorescent staining (**E**; n=3) for SMC markers. Cells cultured without TGF (transforming growth factor)-β1 (ctrl) served as control. Scale bar, 20 μm. **F**, Chemotaxis of PV-ADSCs in response to an increasing gradient of SDF-1 (stromal cell-derived factor 1) in an 8.0-μm transwell system was identified by applying 1% crystal violet staining after 16-h incubation (n=3). Scale bar, 50 μm. **G**, H&E staining of subcutaneous *Matrigel* plug containing PV-ADSCs-derived SMCs and endothelial cells (ECs; diff) in comparison with control group (ctrl) (n=4). **H**, Immunostaining of the tube-like structure in *Matrigel* plug with ACTA2 and PECAM1 (platelet and endothelial cell adhesion molecule 1; n=4). Scale bar, 50 μm. Data are presented as mean±SD. *P<0.05, **P<0.01. Adv indicates adventitia. CNN1 indicates calponin; DAPI, 4′,6-diamidino-2-phenylindole; and TAGLN, smooth muscle protein 22-α.

After establishing that PV-ADSCs contribute to vascular remodeling partly through SMC differentiation in vivo, their potential to differentiate towards SMCs in vitro was next explored for subsequent mechanism study. TGF-β1 was used as stimulus for differentiation, given the role of TGF-β1 signaling in SMC differentiation implied by scRNA-seq. On treatment with TGF-β1, PV-ADSCs differentiated towards SMCs, as displayed by the upregulation of SMC markers including Cnn1, Tagln, and Acta2 at the mRNA and the protein level (Figure 4C through 4E). Collagen gel contraction assay demonstrated better contractility of SMCs differentiated from PV-ADSCs (Figure XI in the online-only Data Supplement). Since brown adipose tissue has been gradually recognized as a secretory organ, we also checked the effect of IGFBP-2 (insulin like growth factor binding protein 2), an adipokine secreted predominantly by brown adipose tissue,^43^ on PV-ADSC differentiation towards SMCs. High concentration (250 ng/mL) IGFBP-2 promoted SMC differentiation with the presence of TGF-β1, whereas no effect was observed for leptin, an adipokine secreted mainly by white adipose tissue (Figure XIIA and XIIB in the online-only Data Supplement). Interestingly, PV-ADSCs also expressed high level of IGFBP-2 in comparison with ADSCs isolated from subcutaneous adipose tissue (Figure XIIC in the online-only Data Supplement). Additionally, PV-ADSC migration towards chemoattractant SDF-1 (stromal cell-derived factor 1) was also observed (Figure 4F), consistent with the notion that participation of PV-ADSCs in vivo involves complex processes, including differentiation and migration.^7^

To further investigate the function of SMCs differentiated from PV-ADSCs, the cells were mixed with mouse MILE SVEN 1 ECs in *Matrigel* and then injected subcutaneously in wild-type mouse to check their ability to participate in vasculogenesis with the assistance of mature ECs. As exhibited by H&E staining of the subcutaneous *Matrigel* plug, a relatively large tube-like structure with multiple layers was formed in the plug with differentiated PV-ADSCs and ECs, whereas it was not found in control group (Figure 4G). Immunostaining of the *Matrigel* plug showed proximal localization of ACTA2 and PECAM1, demonstrating that the tube-like structure was a vessel (Figure 4H). Altogether, functional SMCs can be derived from PV-ADSCs.

### Metabolic Reprogramming of PV-ADSCs During SMC Differentiation Induced by TGF-β1

Metabolic reprogramming in stem cells not only helps to meet the energy requirement but also drives various processes such as differentiation.^44^ To investigate metabolic changes in the SMC differentiation of PV-ADSCs induced by TGF-β1, nuclear magnetic resonance metabolomics was firstly performed. Abundance of various detected metabolites demonstrated notable changes during differentiation (Figure 5A). Orthogonal projection to latent structures analysis depicted the distinct metabolic status of differentiated PV-ADSCs (Figure 5B). Functionally, cells treated with TGF-β1 exhibited higher basal mitochondrial OCR, higher maximal mitochondrial OCR as well as stronger spare respiration capacity (Figure 5C). Consistently, higher mitochondrial potential was detected in differentiated PV-ADSCs (Figure 5D). These results implied that the mitochondrial oxidative metabolism was enhanced during differentiation.

**Figure 5.**
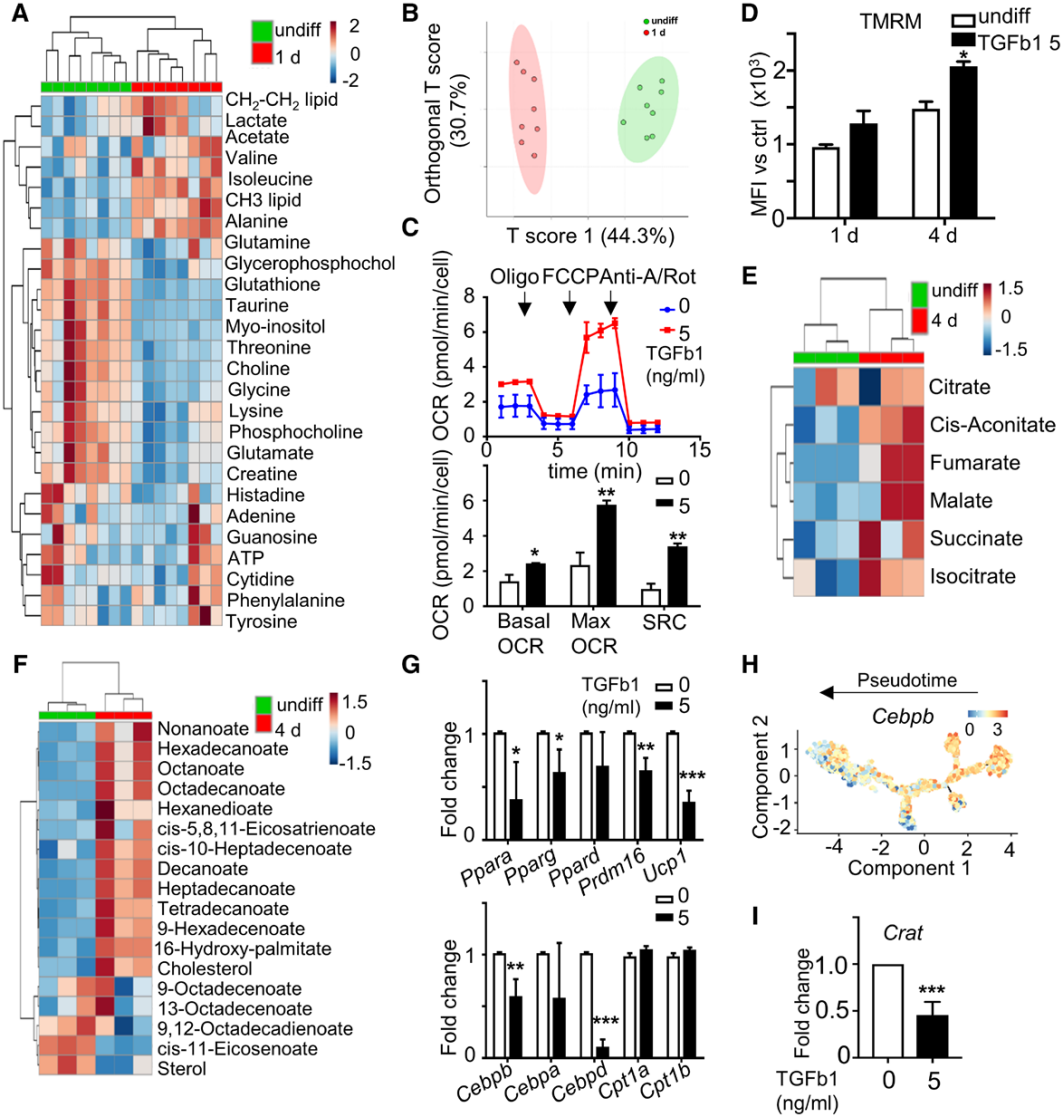
**Metabolic reprogramming of perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs) during smooth muscle cells (SMC) differentiation.** **A** and **B**, Cellular metabolite abundance was detected with nuclear magnetic resonance (NMR) system in undifferentiated PV-ADSCs and PV-ADSCs differentiated for 1 d (n=8). **A**, Heatmap for metabolite levels. **B**, Orthogonal projection to latent structures. **C**, The oxygen consumption rate (OCR) measured in PV-ADSCs cultured with or without TGF (transforming growth factor)-β1 for 1 d (n=3). **D**, Live PV-ADSCs cultured in differentiation medium or basal growth medium for 1 and 4 d were stained tetramethylrhodamine, methyl ester, perchlorate (TMRM) to detect mitochondrial potential (n=3). **E** and **F**, Cellular metabolite abundance in undifferentiated PV-ADSCs or PV-ADSCs differentiated for 4 days was determined with gas chromatography-mass spectrometry (GC-MS) system (n=3). Heatmaps of metabolites involved in tricarboxylic acid (TCA) cycle (**E**) or lipid metabolism (**F**) were shown. **G**, Gene expression of genes important in lipid metabolism in PV-ADSCs treated with or without TGF-β1 for 2 d (n=4). **H**, Expression of *Cebpb* along the pseudotime trajectory. Color scale, log expression of gene. **I**, *Crat* mRNA level in PV-ADSCs treated with or without TGF-β1 for 2 d (n=4). Data are presented as mean±SD. *P<0.05, **P<0.01, and ***P<0.001. Anti-A/Rot indicates anti-mycin A/Rotenone; FCCP, carbonyl cyanide-4-phenylhydrazone; MFI, mean fluorescence intensity; and SRC, spare respiratory consumption.

Further characterization of the metabolic change was examined with gas chromatography-mass spectrometry metabolomics, which is more sensitive and detects more metabolites. Enrichment of metabolites from tricarboxylic acid cycle (Figure 5E) during differentiation indicated the increased mitochondrial activity, which was consistent with the upregulated OCR and mitochondrial potential. Fueled by the observation that mitochondrial activity was increased during differentiation, we postulated that the reactive oxygen species might influence SMC differentiation. However, SMC markers were not altered by the treatment of H_2_O_2_ (Figure XIIIA in the online-only Data Supplement) or the transfection of *Nox4* siRNA (Figure XIIIB in the online-only Data Supplement) which changed the reactive oxygen species level. Treatment of carbonyl cyanide-p-trifluoromethoxyphenylhydrazone which potently uncoupled the electron transduction and oxidative phosphorylation also displayed only mild effect on SMC marker expression (Figure XIIIC in the online-only Data Supplement). Notably, as indicated by the increased phosphoenolpyruvate and lactate level (Figure XIIID in the online-only Data Supplement), glycolysis was also upregulated during differentiation. Functional characterization of glycolysis showed the upregulation of both the basal glycolysis and glycolysis capacity in cells treated with TGF-β1 (Figure XIIIE in the online-only Data Supplement). However, glucose uptake did not show much change and glucose treatment did not have effect on the SMC marker expression (Figure XIIIF and XIIIG in the online-only Data Supplement).

More extensive examination of the gas chromatography-mass spectrometry metabolomics data revealed the upregulation of various lipids in differentiated PV-ADSCs (Figure 5F). The increased lipid together with the more active mitochondria suggested a potential change of lipid metabolism. Significant changes in *Ppara, Pparg, Prdm16, Ucp1, Cebpb*, and *Cebpd* were observed during SMC differentiation, supporting the hypothesis that lipid metabolism drastically reprogrammed during differentiation (Figure 5G). Changes of these markers along the trajectory and in real time further supported the reprogramming of lipid metabolism (Figure 5H; Figure XIV in the online-only Data Supplement). The change of various lipid levels led us to investigate the lipid oxidation process, which relies on the transmitochondrial transport of fatty acids regulated by carnitine acyltransferases including carnitine palmitoyltransferase 1 (*Cpt1*) and carnitine acetyltransferase (*Crat*).^45^ *Cpt1* is responsible for the transport of long-chain fatty acids, and *Crat* is responsible for the transport of short-chain fatty acids.^45^ *Cpt1a* and *Cpt1b* were not altered with the treatment of TGF-β1 for 2 days (Figure 5G), although *Cpt1a* displayed downregulation along trajectory (Figure XIV in the online-only Data Supplement). Moreover, *Crat* level was significantly downregulated first and then upregulated during SMC differentiation, which is supported by the early downregulation and late upregulation of *Crat* level along SMC trajectory (Figure 5I; Figure XIV in the online-only Data Supplement). Thus, significant metabolic reprogramming was induced during SMC differentiation and altered lipid metabolism implied the involvement of *Crat* in SMC differentiation.

### TGF-β1 Promotes SMC Differentiation via Inhibition of Crat

In SMC differentiation, TGF-β1 altered the lipid profile and inhibited the level of Crat. To confirm the role of *Crat* in SMC differentiation, siRNA *Crat* was used. Quantitative polymerase chain reaction showed successful knockdown of *Crat* 2 days after *Crat* siRNA transfection (Figure 6A). SMC markers including *Cnn1, Tagln*, and *Acta2* were induced at the mRNA level (Figure 6A) by *Crat* siRNA transfection. Promotion of SMC differentiation by *Crat* knockdown was demonstrated at the protein level by Western blot (Figure 6B) and immunofluorescent staining (Figure 6C) 2 days after *Crat* siRNA transfection. The upregulation of TGF-β1 at the mRNA level (Figure 6D) and the protein level (Figure 6E and 6F) 2 days after *Crat* siRNA transfection identified the induction of TGF-β1 as the downstream mechanism of Crat-mediated SMC differentiation. To conclude, an interesting feedback control was identified between Crat inhibition and TGF-β1 induction during differentiation.

**Figure 6.**
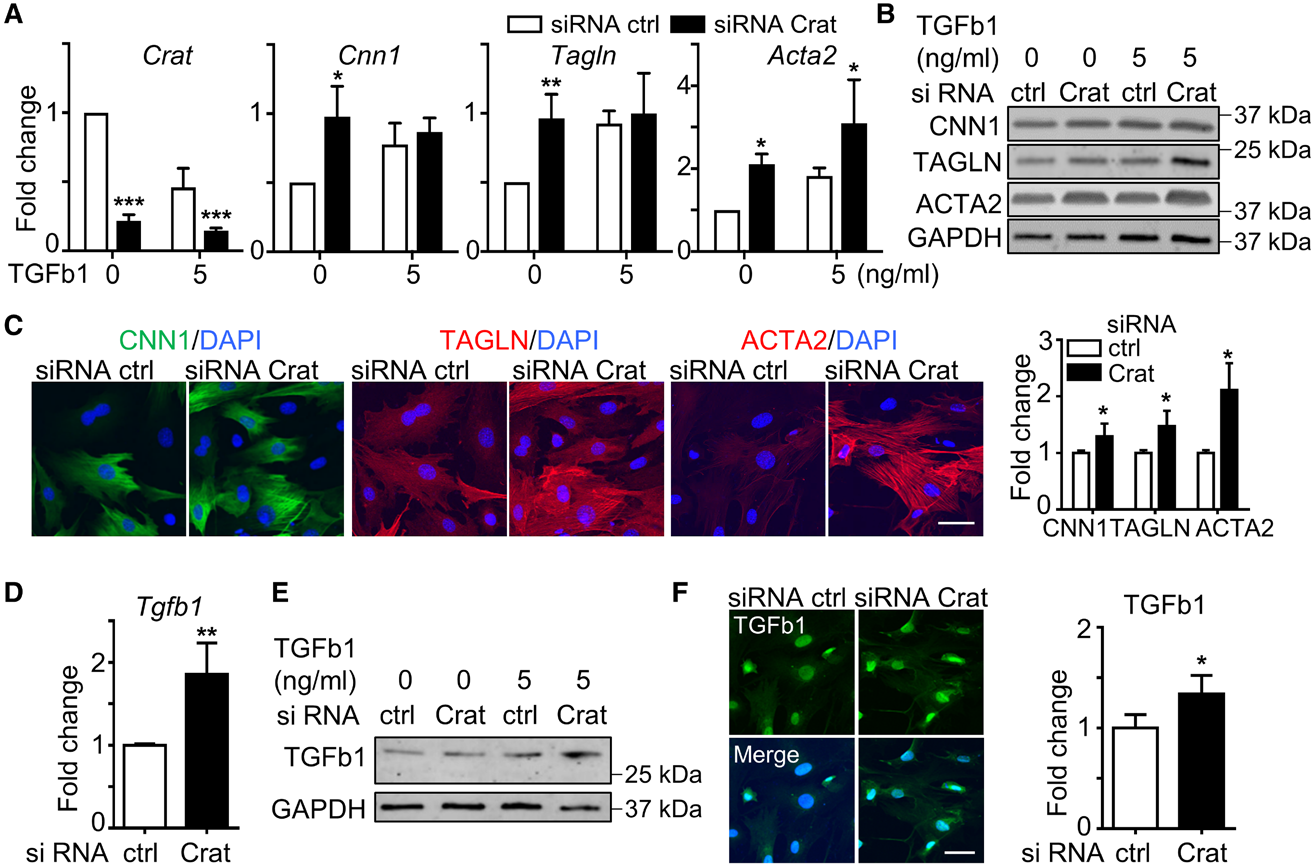
**Crat knockdown promotes smooth muscle cells (SMC) differentiation via upregulation of TGF (transforming growth factor)-β1.** **A–C**, Perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs) treated with Crat siRNA with or without TGF-β1 for 2 d. **A**, *Crat* level was significantly downregulated after siRNA Crat transfection. Quantitative polymerase chain reaction (qPCR) also showed the induction of SMC markers (*Cnn1, Tagln*, and *Acta2*) with Crat knockdown. **B**, Protein level induction of SMC markers by Crat siRNA was demonstrated by Western blot. **C**, Immunostaining and statistical analysis showed the induction of SMC markers by Crat siRNA in medium without TGF-β1. **D–F**, TGF-β1 level after Crat siRNA transfection for 2 d was determined with qPCR (**D**), Western blot (**E**), and immunofluorescent staining (**F**). Results are cumulative (**A** and **D**) or representative (**B**, **C**, **E**, and **F**) of 3 independent experiments. Scale bar, 30 μm. Data are presented as mean±SD. *P<0.05, **P<0.01, and ***P<0.001. ACTA2 indicates smooth muscle α actin; CNN1, calponin; DAPI, 4′,6-diamidino-2-phenylindole; and TAGLN, smooth muscle protein 22-α.

### MiR-378a-3p Induces Metabolic Reprogramming and Promotes SMC Differentiation

After establishing the change of the metabolic profile during differentiation process and the mechanism involved in SMC differentiation, potential therapeutic targets that could similarly alter the metabolic profile and drive SMC differentiation were investigated. Literature mining revealed that miR-378a-3p could target *Crat* and thus regulate fatty acid metabolism which was regulated by TGF-β1 in our SMC differentiation system.^46^ To study the role of miR-378a-3p in metabolic reprogramming and SMC differentiation, PV-ADSCs were transfected with miR-378a-3p mimics. In Seahorse Mito Stress tests, both the basal OCR and maximal OCR showed an increasing trend with miR-378a-3p mimic treatment compared with control (Figure 7A). Furthermore, the mitochondrial potential also increased (Figure 7B). Metabolite abundance detected by gas chromatography-mass spectrometry system demonstrated the enrichment of metabolites involved in the tricarboxylic acid cycle (Figure 7C) and upregulated level of various lipids, such as cholesterol (Figure 7D). Overall, the metabolic reprogramming induced by the miR-378a-3p mimics was similar to that induced by TGF-β1. Furthermore, miR-378a-3p mimics induced SMC differentiation with the significant upregulation of *Cnn1* and *Tagln* (Figure 7E). The induction of SMC gene expression was confirmed at the protein level (Figure 7F; Figure XVA in the online-only Data Supplement). On the contrary, miR-378a-3p inhibitor downregulated mRNA level of SMC markers (Figure 7G). In addition, Crat expression was also derepressed in PV-ADSCs after the transfection of miR-378a-3p inhibitors (Figure 7G).

**Figure 7.**
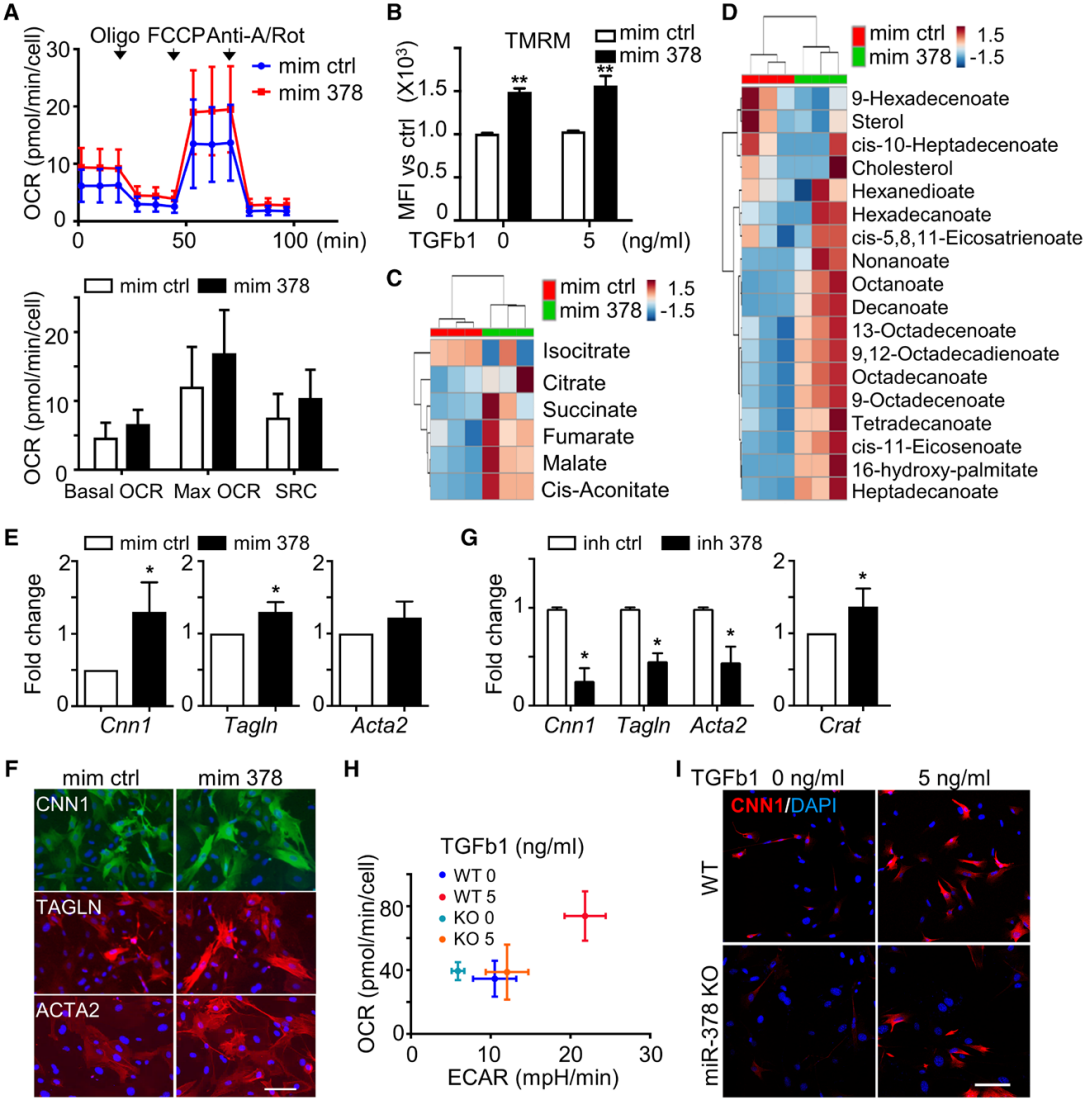
**MicroRNA (miR)-378a-3p induces metabolic reprogramming and promotes smooth muscle cells (SMC) differentiation.** **A**, The oxygen consumption rate (OCR) of perivascular adipose tissue-derived mesenchymal stem cells (PV-ADSCs) cultured in miR-378a-3p mimics or control for 2 d (n=3). **B**, Live PV-ADSCs treated with miR-378a-3p mimic for 2 d with or without TGF (transforming growth factor)-β1 were stained tetramethylrhodamine, methyl ester, perchlorate (TMRM) and analyzed for mean fluorescence intensity (MFI) with flow cytometry (n=3). **C** and **D**, Cellular metabolite abundance in PV-ADSCs treated with miR-378a-3p mimics for 1 d determined with gas chromatography-mass spectrometry (GC-MS) system (n=3). Heatmap of metabolites in tricarboxylic acid (TCA) cycle (**C**) or lipid metabolism (**D**). **E**, SMC marker mRNAs were induced by miR-378a-3p mimics after 2 d (n=3). **F**, Representative immunofluorescent staining (n=3) showed the upregulation of SMC markers by miR-378a-3p mimic treatment. **G**, Transfection of PV-ADSCs with miR-378a-3p inhibitor inhibited the level of SMC markers as shown by quantitative polymerase chain reaction (qPCR). The level of *Crat* was derepressed by miR-378a-3p inhibitor transfection (n=3). **H**, OCR and extracellular acidification rate (ECAR) were detected with Seahorse Mito stress tests in wild-type (WT) and miR-378a knockout (KO) ADSCs (n=3). **I**, WT and miR-378a KO ADSCs were treated with or without TGF-β1 for 2 d. Immunofluorescent staining showed the protein level of CNN1 (calponin; n=1). Scale bar, 100 µm. Data are mean±SD. *P<0.05 and **P<0.01. Anti-A/Rot indicates anti-mycin A/Rotenone; Crat, carnitine acetyltransferase; FCCP, carbonyl cyanide-4-phenylhydrazone; inh 378, miR-378a-3p inhibitor; inh ctrl, inhibitor control; mim 378, miR-378a-3p mimics; mim ctrl, mimics control; and SRC, spare respiratory capacity.

Finally, TGF-β1 treatment could not induce an upregulation of OCR and extracellular acidification rate in ADSCs derived from miR-378a-3p knockout mice (Figure 7H), further confirming the importance of miR-378a in inducing metabolic reprogramming. Also, SMC differentiation capacity was significantly attenuated in ADSCs derived from miR-378a knockout mice as shown by the lower level of CNN1 (calponin) compared with ADSCs from wild-type mice after the treatment with TGF-β1 (Figure 7I; Figure XVB in the online-only Data Supplement). Interestingly, level of miR-378a-3p was downregulated by TGF-β1 treatment (Figure XVC in the online-only Data Supplement). In summary, metabolic reprogramming and SMC differentiation were induced by miR-378a-3p, which was an indispensable component for TGF-β1 to exert the metabolic regulation.

## Discussion

In this study, we characterized the transcriptomic profile of PV-ADSCs at a single-cell level and determined their role in vascular remodeling through their differentiation towards smooth muscle lineage which was accompanied by metabolic reprogramming. Substantial heterogeneity was observed at the single-cell level in primary PV-ADSCs. Moreover, through differentiation towards smooth muscle lineage, cultured PV-ADSCs were suggested to contribute to vascular remodeling in vein graft models. Mechanistically, SMC differentiation from PV-ADSCs was accompanied by a metabolic reprogramming which could be induced by miR-378a-3p.

To characterize the PV-ADSCs, scRNA-seq was performed and revealed 2 distinct clusters within the CD45^−^/CDH5^−^/CD29^+^/Sca1^+^ population, as well as the signature gene sets and feature signaling pathways for each cluster. However, attention needs to be paid to the markers used to identify the MSCs. About 60.15±3.77% of the CD45^−^/CDH5^−^ population were CD29^+^/Sca1^+^. Thus, the scRNA-seq result only covers this population and remaining cells necessitate further characterization. Furthermore, multiple cluster 1 markers including *Pecam1* and *Cd36* displayed low percentage expression in in vitro cultured PV-ADSCs, which suggested difficult retainment of these markers in present culture condition or selective expansion of cluster 2 cells. Future efforts including selective culture of cells from each cluster and separate determination of their contribution to vascular remodeling are needed.

Consistent with what has been reported for MSCs,^47,48^ considerable heterogeneity of PV-ADSCs has been observed in our study, which serves as direct evidence for stem cells from the perivascular (periaorta) adipose tissue. Although transcriptional network heterogeneity of stromal vascular fraction from axillary adipose tissue was reported,^49^ PVAT is more relevant to vascular function.^1^ With scRNA-seq, heterogeneous intracellular markers and functional modules have also been described in our study. Because of this substantial heterogeneity, markers that are used to identify MSC population by itself, such as *Tbx18*^37^, might only label a subpopulation. To overcome the laborious efforts to generate lineage tracing models for all the heterogeneously expressed markers used for MSC identification, more specific markers need to be discovered. In our study, *Tgfbr2* and *Anxa1* characterize cluster 2 PV-ADSCs specifically and bears the potential to identify this population homogenously in vivo. However, because of the limited number of primary PV-ADSCs, only a small number of cells were sequenced in our study. This is one limitation of the study. Sequencing of more primary cells would provide the possibility to discover better identity markers unique for MSC population or subpopulation. Another limitation of the study mainly lies in the lack of in vivo evidence for PV-ADSC contribution to vascular injury repair. Future investigations of in vivo PV-ADSC fate labeled by markers found by this study and future scRNA-seq data with larger cell number are needed.

Under disease settings such as atherosclerosis and vascular injury, adventitial stem cells migrate to the injury site and differentiate towards vascular lineages in response to the cytokine profile changes.^50,51^ Similar explorations of PV-ADSC responses in diseased status would provide novel therapeutic insights. Cell transplantation experiments of RFP-labeled PV-ADSCs in vein graft transplantation experiments confirmed their involvement in vascular remodeling, similar to adventitial stem cells. Preliminary result demonstrating the migration of PV-ADSCs towards chemoattractant SDF-1 suggests that cell migration is among the complex mechanisms through which PV-ADSCs participate in vascular injury repair and thus is a potentially interesting field. These findings together expand the pool of the resident vascular stem cell population consisting adventitial stem cells to include MSCs that reside in the PVAT. Lineage tracing studies with markers identified by scRNA-seq are in need to further assess the in vivo physiological and pathophysiological role of PV-ADSCs.

Regarding the differentiation mechanism, accumulating evidence has demonstrated the importance of metabolic reprogramming in stem cell differentiation.^11,44^ It was shown that increased glycolysis is associated with pluripotency and increased mitochondrial respiration is associated with differentiation in pluripotent stem cells.^52^ MSCs displayed suppressed glycolysis when driven to differentiation towards osteocytes.^53^ Our study characterized the metabolic profile change of PV-ADSCs during SMC differentiation and proposed the importance of lipid metabolism in regulating the differentiation process. MiR-378-3a bears potential in regulating SMC differentiation. Efforts are needed to further validate the function of miR-378-3a in vascular injury models and explore its therapeutic potential.

Evidence of the important role of the adipose-vascular crosstalk in various metabolic diseases has identified novel targets such as perivascular relaxing factors^54^ or secreted adipokines^55^ with significant therapeutic potential. By demonstrating the role of PV-ADSCs in vascular remodeling through metabolism-related regulation of SMC differentiation, our results support the need to further investigate the role of PV-ADSCs in vascular remodeling in various metabolic diseases such as atherosclerosis and diabetes mellitus. The process of PV-ADSC-involved vascular remodeling, which was not recognized before, might be targeted in future therapeutic development for metabolic diseases. Potential future exploration also includes the influence of adipokines secreted by PVAT on PV-ADSC differentiation and function, especially under disease conditions, given that preliminary results have shown the promoting effect of IGFBP-2 on SMC differentiation. Collectively, our study provides direct evidence of PV-ADSC heterogeneity through high-resolution characterization with scRNA-seq and suggests their participation in vascular remodeling through SMC differentiation driven by metabolic reprogramming which necessitate confirmation with further in vivo lineage tracing experiments. Taken together, the results imply the previously unappreciated identity and function of PV-ADSCs in vascular remodeling, unveil the mechanism for SMC differentiation from a metabolic perspective and provide insights for future studies to investigate the role of PV-ADSCs in various metabolic diseases.

## Acknowledgments

We acknowledge financial support from the Department of Health via the National Institute for Health Research (NIHR) comprehensive Biomedical Research Centre award to Guy’s & St Thomas’ NHS Foundation Trust in partnership with King’s College London and King’s College Hospital NHS Foundation Trust. Nuclear magnetic resonance (NMR) experiments were produced using the facilities of the Centre for Biomolecular Spectroscopy, King’s College London, acquired with a Multi-user Equipment Grant from the Wellcome Trust and an Infrastructure Grant from the British Heart Foundation. Breeding of miR-378a knockout mice was supported by the MAESTRO and OPUS grants of the Polish National Science Center (2012/06/A/NZ1/0004 and 2012/07/B/NZ1/02881) to J. Dulak.

## Sources of Funding

This work is supported by the British Heart Foundation (RG/14/6/31144).

## Disclosures

None.

## Supplementary Material

How the deposited data were processed for this re-analysis (not part of the article)

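Single primary PV-ADSCs, sorted from the periaortic adipose tissue of mice, were sequenced as 1 library per cell. The series describes 94 cells of a single condition. As no animal is named for a cell, the cells were treated as 1 sample, and no test, p value or standard error between cells was computed. The cultured cells, metabolite measurements and other experiments of the study were not analysed here.

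The authors checked the reads with FastQC, aligned them to mm9 with HiSat2, sorted them with SamTools and assembled them with StringTie, and then used scater for quality control and its default scaling normalization. The unit of the values the authors deposited is a signal of normalized read counts, in 1 table of 85 cells and 16069 genes that lists only genes above 0 in at least 1 cell. All columns of the table were used. The paper's text does not name the program that counted reads, and it describes no scaling by groups of genes. The design had allowed for raw counts. As the values are not raw counts, the alternative fixed for that case was followed, which was log2(value + 1) without further scaling. Of the gene symbols, 15564 matched the gene names of the reference annotation. That annotation is of another build than mm9, so no coordinates are given.

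Whole reads were recovered from the table by a method devised after the values had been seen. Within each cell, the step of which the values of a group of genes are whole multiples was found, and each value was divided by its step. The groups held between 113 and 810 genes, and the factors ranged from 0.0157 to 94.5. Of the 1105 pairs of a cell and a group, 20 had fewer than 10 values and are less certain. In all, 5 values were not whole multiples and were rounded. On simulated reads of 15936 genes multiplied by known factors, 100% of the values were recovered, which does not cover factors as extreme as the largest of these.

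Clusters were built by Ward's method (Euclidean distance) with scipy 1.17.1 on the 2000 most variable genes above 0 in at least 3 cells. The rule for the genes named was fixed before the data were examined. It takes all genes the study names for the primary cells, the genes of its sort gate, the cell type markers, up to 5 genes of each gene list with the largest and smallest differences, and the 5 leading genes of each cluster from the comparison of 2 random sets of genes, for which the genes already fixed were left out. None of these except the leading genes entered the clustering, and neither did the other members of the lists. Of the named genes, Cnn1, Tagln, Acta2, Myh11, Ptprc and Plin1 were not analysed here. Detection was a value above 0, and levels of 10 and 100 recovered reads were alternatives. Where a gene was found in 0 cells, the limit is 3 cells of the total. It covers the counting of cells with reads and not transcripts that were missed. Intervals are exact Clopper-Pearson intervals at 95% and cover counting error only.

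The gene lists were VEGF receptors, PPAR signaling, PDGF binding, IGF binding, TGF-β signaling, PI3K-Akt matrix and receptors, muscle contractile genes, extracellular matrix, fibroblast markers, cell cycle, dissociation response, capillary endothelial and lipid genes, arterial and venous endothelial genes, and brown adipocyte genes. Random lists were matched on deciles of the mean over all cells. As cluster 2 holds most of the cells, genes of high mean tend to be genes of cluster 2. In simulated data on 11478 genes, 0 of 40 random lists lay beyond the 2.5 and 97.5 percentiles. Of 40 lists raised by 1 on the log2 scale, 29 lay beyond the upper one. The simulated differences were independent of each other and of the mean, unlike those of the cells. They do not give the error rate or power of the percentiles in these cells. Clusters simulated by raising 200 of the most variable genes by a large amount were found with an adjusted Rand index of 1, compared with -0.0114 in shuffled cells. Weaker clusters were not simulated.

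The alternatives for the clusters were other numbers of genes, k-means on 10 principal components, partitioning around medoids, average linkage, clustering of multidimensional scaling coordinates, other numbers of groups, thinning of every cell to 1146945 recovered reads, CPM of recovered reads, and the named genes kept in. Those on recovered reads had been set in advance for raw counts, but rest on the recovery devised afterwards. Doublets were not called, since each well was to hold 1 sorted cell. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.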

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

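The tests on Wt1 and on the cell with both marker classes were chosen only after the result was seen, unlike those on the endothelial markers, adipocyte markers, stromal genes and Cdh5. All cells share 1 condition, so no biological explanation by a difference in condition was tested.

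Endothelial genes outside those the paper names were found in cluster 1, above the level in cluster 2. Of 13 such markers (Kdr, Flt1, Tie1, Tek, Emcn, Egfl7, Esam, Cldn5, Ecscr, Sox17, Sox18, Erg and Eng), at least 3 reached 10 recovered reads in 25 of 30 cluster 1 cells (83.3%, interval 65.3% to 94.4%) and in 1 of 55 cluster 2 cells. At 100 reads the numbers were 23 and 1. In cluster 1, Flt1 had the highest median of recovered reads among them (747 per cell), and Cldn5 a higher mean of log2(value + 1) than Flt1 (6.84 and 6.45). All 15 endothelial markers, Pecam1 and Cdh5 included, were above 0 in a larger share of cluster 1, and they had taken no part in the clustering. Pecam1 had entered the rule that names cluster 1, so its direction was not free. The tables argue against wells with an endothelial and a stromal cell as the source of cluster 1, because only 2 of its 30 cells held at least 4 of 7 stromal genes at 100 reads, compared with 54 of 55 cluster 2 cells. A leak of the sort gate is a candidate explanation for Cdh5, while Ptprc was not analysed here. Of the 20 cells with at least 100 Cdh5 reads, 19 also held at least 3 of the other endothelial markers at 100 reads, compared with 5 of the other 65 cells. Endothelial cells that passed the CDH5-negative gate are thus consistent with these values. Cells on the way to adipocytes stay open, because only 1 of the 8 markers set for that test, Adipoq, had data, and it was above 0 in 0 cluster 1 cells. Lpl, the other adipocyte marker with data, was not part of the test and was above 0 in 18 of 30 cluster 1 cells and 50 of 55 cluster 2 cells. Not every cluster 1 cell carried the markers, as 4 of 30 held none of the 15 at 100 reads. Of these, 2 cells held at least 4 of 7 stromal genes at 100 reads, and 2 cells had only 285 and 405 genes.

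Wt1, a gene of the mesothelial marker list that the paper does not discuss, was above 0 in 19 of 55 cluster 2 cells (34.5%, interval 22.2% to 48.6%) and in 1 of 30 cluster 1 cells. Mesothelial cells in the sort would bring the other markers of that list, but only 2 of the 19 cells held at least 2 of the 5 others (Msln, Upk3b, Lrrn4, Krt19, Krt8) at 10 reads. Reads from other wells of the plate are argued against by the level, since 17 of the 19 cells held at least 100 Wt1 reads. Expression by a part of the stromal cells remains as a hypothesis. It may also vary between animals, which was not tested.

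In 1 of the 85 cells, endothelial and stromal genes occurred together, with at least 3 endothelial markers and at least 4 of 7 stromal genes at 100 reads. This cell was in cluster 2 and held 6 of 15 endothelial markers and 9 of 12 stromal markers at that level, and it supplied the only cluster 2 counts of at least 100 reads of Cd36. With 2 cells in 1 well, more genes than in most cluster 2 cells would be expected. It ranked 9 of 55 by genes per cell (3683 genes) and 19 of 55 by recovered reads. A pair of cells in 1 well and a single cell with both sets of transcripts cannot be told apart, because 1 cell gives no further test.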

How the results depend on the processing

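The alternatives on recovered reads over library-size factors, on recovered reads without scaling, and with all named, marker and list genes kept in were chosen after seeing the data, as was the recovery of reads on which thinning, CPM and read levels rest.

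Cluster 1 held 30 cells, and in the alternatives between 28 and 31, all within the interval of its share. The same cells were found with 500, 5000 or all genes, with k-means and with recovered reads without scaling. With thinning, with CPM and with the named genes and cell type markers kept in, 1 cell moved to cluster 1, giving 31. Average linkage moved 1 cell and gave 29, and partitioning around medoids moved 3 cells and gave 31. Multidimensional scaling coordinates, recovered reads over library-size factors and the setting with all listed genes kept in gave 28, and each moved the same 2 cells to cluster 2. These 2 cells hold stromal genes (18172 and 54667 reads of Dcn), and are described under the other observations. With 3 groups, cluster 2 split into 28 and 27 cells, and cluster 1 kept its 30.

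Of the 25 named genes with data, 18 were above 0 in a larger share of cluster 2 in the main setting and in all 6 alternatives. No gene reversed its direction, but the difference of Kit went from -3.33 percentage points in the main setting to 0 at 100 reads. Of 150 differences in share, 142 moved by less than the counting interval. A further 8 moved by more, for Col3a1, Fabp4, Vim and Anxa1 at 10 or 100 reads, and for Fabp4 with thinned cells. The shares within a cluster were less stable. In cluster 1, 4 of 25 shares left their counting interval at 10 reads and 9 at 100 reads. In cluster 2, 5 did so at each level and 1 with thinned cells. K-means gave the same clusters, so it moved nothing and is no evidence of stability for gene shares or lists.

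Of the 14 gene lists, 12 stayed on the same side of the 2.5 and 97.5 percentiles in every alternative that gave a value. The PI3K-Akt list rose from percentile 95.1 to 99.98, and the arterial and venous endothelial list from 0 to 65.65, with genes above 0 in at least 10 cells. This filter left fewer genes in the lists, and the cause was not tested further. The cell cycle and brown adipocyte lists had no gene left under it. Within the middle range, the muscle list moved from 37.0 to 91.2 under the same filter, and when shares of cells were compared, the muscle list lay at 21.0, the IGF binding list at 22.4, the TGF-β list at 26.0 and the PI3K-Akt list at 67.1.

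All 85 cells lay above 400000 and 800000 recovered reads, and 84 above 1200000. The alternatives with pooled size factors from scran were not run. The deposited values are not counts, and these alternatives were not tried on the recovered reads either. Using all cells without the depth filter, and adding rows that name no gene, changed nothing to compute, since the table holds only the 85 cells and every row names a gene. No paired analysis was possible because all cells are of 1 condition and no replicate is named. The limits given for genes found in 0 cells concern the number of cells with reads and do not bound the cells that express a gene, since transcripts can be missed. Itgb1, whose protein was selected for in the sort, was above 0 in 13 of 30 cluster 1 cells.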

Differences from the paper's values

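The counts of cells the paper states, 85 cells and clusters of 30 and 55, were also found here. In the alternatives set before the data were examined, cluster 1 held between 28 and 31 cells. Which cells are in which of the paper's clusters was not compared.

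The paper states that Pecam1 and Cd36 are expressed exclusively in cluster 1. Here they were above 0 in 12 and 15 of 55 cluster 2 cells. At 10 recovered reads these were 4 and 5 cells, and at 100 reads 1 and 1. The recovery of reads was devised after the values had been seen.

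The paper states that Fabp4 and Pparg are exclusive to cluster 1. Fabp4 was above 0 in 52 of 55 cluster 2 cells, in 20 at 10 reads and in 5 at 100 reads. Pparg was above 0 in 2 cluster 2 cells and reached 10 reads in 0.

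The paper places IGF binding, TGF-β signaling and myogenesis on the side of cluster 2. It took these from terms enriched among its leading cluster 2 genes or from gene set enrichment. The median over a list used here is another measure. The hand-written lists for these, which are not the paper's sets, lay at percentiles 82.7, 65.8 and 37.0 of matched random lists. Matching was on the mean over all cells, and genes of high mean tend to be genes of cluster 2. Of the genes in the 3 lists, 16 of 18, 50 of 57 and 17 of 21 had a higher mean in cluster 2. As 85.5% of all genes did, this tally is close to that of genes at large. No alternative brought any of the 3 lists above percentile 97.5. The PI3K-Akt list, which the paper also places there, lay at 95.1, at 99.98 among genes above 0 in at least 10 cells, and at 67.1 when shares of cells were compared.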

Other observations

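The tests on genes per cell after thinning, on genes found in as many cells or of like level, on cells with like numbers of genes, on cells left with fewer genes, on low reads and on the largest sum of values were chosen only after the result was seen, unlike the test of depth by cluster membership and the gene lists.

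With every cell thinned to 1146945 recovered reads, 1 of 85 cells changed cluster, which argues against a difference in depth between cells as its cause. Fewer reads in cluster 1 cells do not account for their fewer genes either. After thinning, the median was 1231.5 genes per cell in cluster 1 and 2727 in cluster 2. A lower RNA content of cluster 1 cells is a hypothesis that was not tested. With 3 groups, the 2 groups of cluster 2 had medians of 3426.5 and 2589 genes.

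The fewer genes of cluster 1 bear on genes found in more cells of cluster 2. For 10 genes, of which the paper places Tgfbr2, Col3a1, Cd34, Cd44, Pdgfra, Pdgfrb and Anxa1 in cluster 2 and calls the expression of Klf4, Myc and Vim heterogeneous, the difference in share was compared with that of 200 genes found in as many cells. Of these, 5 lay at or above the 95th percentile (Tgfbr2, Cd44, Pdgfrb, Myc and Anxa1), and the others lay between percentiles 31 (Col3a1) and 90.8 (Vim). Shares above 0 leave open whether fewer genes detected in cluster 1 cells account for the differences, since the compared genes include genes of cluster 2. For the 7 genes other than Tgfbr2, Col3a1 and Anxa1, which the study had picked from these cells, shares at 100 reads were also compared. Pdgfra was found in 1 of 30 and 45 of 55 cells, Vim in 4 and 54, Cd34 in 2 and 32, and Klf4 in 12 and 47. Cd44, Pdgfrb and Myc were found in 0 of 30 and in 21, 17 and 21 of 55 cells. Of 200 genes of like mean level in cluster 2, 6.5% had a share in cluster 1 below that of Pdgfra, 25.5% below that of Vim, 10% below that of Cd34 and 61.5% below that of Klf4. Only 2 cells of cluster 1 and 6 of cluster 2 lay in the range of genes per cell that both clusters cover. At 100 reads, each of the 7 genes was found in 0 of these 2 cells. Among the 6 cells, it was found in between 2 (Cd34, Pdgfrb and Myc) and 6 (Vim). The intervals of 0 of the 7 genes were apart. So few cells could not part them, since even those of Vim were 0% to 84.2% and 54.1% to 100%. Fewer genes detected and specific expression thus cannot be told apart for these genes, because cells with like numbers of genes are too few and genes of like level vary widely in their share. At 100 reads, Col3a1 was found in 2 of 30 and 55 of 55 cells.

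In cluster 1, 2 cells held at least 4 of 7 stromal genes at 100 reads and none of the 15 endothelial markers at that level. They had 1182 and 1642 genes and moved to cluster 2 in several settings. To test whether fewer genes detected in those cells could place them in cluster 1, each cluster 2 cell in turn was left with 1182 genes. When its highest values were kept, 0 of 55 cells moved to cluster 1, and when random genes were kept, 55 of 55 moved. The outcome depends on how genes are removed, so the explanation cannot be told apart from a true difference. Without these 2 cells, cluster 1 would hold 28 cells. A further 2 cluster 1 cells had 285 and 405 genes and 0 endothelial markers above 0.

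Low reads of the genes of one cluster occurred in cells of the other. Dcn was above 0 in all 30 cluster 1 cells with a median of 14.5 reads, compared with 108195 in cluster 2. Reads from other wells of the plate may be a source. Across 67 genes that reached 100 reads in at least 80% of cluster 2 and at most 20% of cluster 1 cells, the mean of the low reads in cluster 1 rose with the total reads of the gene, with a Spearman correlation of 0.503 across genes, which are not independent replicates. This is moderate, and low expression in cluster 1 cannot be told apart from it, because reads of 100 or more were left out of the mean.

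The cell with the largest sum of deposited values (6109117, compared with 3512957 for the next) had the fewest recovered reads, rank 1 of 85. Serinc3, named after its values were seen, alone had a deposited value of 1205696 there, from 12757 recovered reads, and at most 39095 in any other cell. The authors' scaling is a candidate explanation, as the factors in this cell ranged from 0.0157 to 94.5. The recovered total of this cell is itself uncertain.

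The remaining gene lists gave these values for the median difference, cluster 2 minus cluster 1. The list of 17 capillary endothelial and lipid genes was at -4.85. It includes Cd36, Fabp4 and Pparg, which the study had picked from these cells. Of the 17 genes, 15 were higher in cluster 1 and 2 in cluster 2. Gpihbp1 (-9.59) was farthest toward cluster 1, above 0 in 24 of 30 cluster 1 cells and 11 of 55 cluster 2 cells. Lpl (2.84) was farthest toward cluster 2. The 9 arterial and venous endothelial genes were at -0.64. Both medians lay below all 10000 random lists. The 16 dissociation response genes were at 1.86, percentile 0.23, with 14 of them higher in cluster 2 and Hspa1a (-4.72) highest in cluster 1. The cell cycle list (2 genes, percentile 47.9) and the brown adipocyte list (2 genes, percentile 3.3) are too short to weigh. Of the pericyte or smooth muscle markers with data, Abcc9 was above 0 in 10 cells, Rgs5 in 3, and Notch3, Kcnj8 and Des in 1 each. No cell held 3 of them at 10 reads. The tests set for smooth muscle genes were not run, because Acta2, Tagln, Myh11 and Cnn1 were not analysed here.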
